# Gut microbiota-mediated polyphenol metabolism is restrained by parasitic whipworm infection and associated with altered immune function in mice

**DOI:** 10.1080/19490976.2024.2370917

**Published:** 2024-06-30

**Authors:** Audrey Inge Schytz Andersen-Civil, Pankaj Arora, Ling Zhu, Laura J. Myhill, Nilay Büdeyri Gökgöz, Josue L. Castro-Mejia, Milla M. Leppä, Lars H. Hansen, Jacob Lessard-Lord, Juha-Pekka Salminen, Stig M. Thamsborg, Dennis Sandris Nielsen, Yves Desjardins, Andrew R. Williams

**Keywords:** Immune, Polyphenols, Parasite, Helminth, Microbiota

## Abstract

Polyphenols are phytochemicals commonly found in plant-based diets which have demonstrated immunomodulatory and anti-inflammatory properties. However, the interplay between polyphenols and pathogens at mucosal barrier surfaces has not yet been elucidated in detail. Here, we show that proanthocyanidin (PAC) polyphenols interact with gut parasites to influence immune function and gut microbial-derived metabolites in mice. PAC intake inhibited mastocytosis during infection with the small intestinal roundworm *Heligmosomoides polygyrus*, and altered the host tissue transcriptome at the site of infection with the large intestinal whipworm *Trichuris muris*, with a notable enhancement of type-1 inflammatory and interferon-driven gene pathways. In the absence of infection, PAC intake promoted the expansion of *Turicibacter* within the gut microbiota, increased fecal short chain fatty acids, and enriched phenolic metabolites such as phenyl-γ-valerolactones in the cecum. However, these putatively beneficial effects were reduced in PAC-fed mice infected with *T. muris*, suggesting concomitant parasite infection can attenuate gut microbial-mediated PAC catabolism. Collectively, our results suggest an inter-relationship between a phytonutrient and infection, whereby PAC may augment parasite-induced inflammation (most prominently with the cecum dwelling *T. muris*), and infection may abrogate the beneficial effects of health-promoting phytochemicals.

## Introduction

Interest in the application of dietary phytonutrients as immunomodulatory and health-promoting dietary substances has been greatly increasing, due to rising rates of chronic autoimmune pathologies and antimicrobial drug resistance.^1^ Proanthocyanidins (PAC) are plant-derived polyphenols, which are present in varying concentrations among commonly consumed foods, particularly grapes, berries and nuts.^2^ Several studies have reported that PAC exhibit immunomodulatory properties, of which a common denominator is the downregulation of oxidative stress and aberrant inflammatory responses.^3–7^ This may derive from direct modulation of antioxidant and inflammatory responses in gut epithelial and immune cells, as well as prebiotic effects whereby commensal gut bacteria metabolize PAC into phenolic metabolites that can improve gut barrier function,^8–10^ or that are absorbed and subsequently exert systemic anti-inflammatory effects.^11–14^

The intestinal tract is continuously challenged by potential harmful stimuli, while balancing the proportion of commensal and opportunistic bacteria.^15,16^ Therefore, the gut is one of the most immunologically active organs in the body, and the immune and inflammatory tone in the gut may impact not only responses to enteric pathogens but also inflammation and metabolism in extraintestinal tissues. The mucosal immune system contains discrete components that are specialized for combating specific infections, namely pro-inflammatory or type-1 responses against intracellular viruses and bacteria, and type-2 responses against multicellular parasitic worms (helminths). Dysregulation of these immune cell subsets can result in chronic disease such as Crohn’s disease, which is an overactive type-1 response, or food allergies that are driven by overactive type-2 responses.^17,18^

Helminths are one of the most widespread pathogens of humans and animals, with around 1 billion people globally infected by different gastrointestinal-dwelling worms.^19^ Further, these parasites are also ubiquitous in farmed livestock.^20^ Under natural conditions, individuals are infected repeatedly with low-dose helminth infections throughout their lifetime, thus allowing the parasite to establish chronic, non-resolving infections.^21^ When protective immunity to helminths develops, it is accompanied by type-2 immune mechanisms such as Th2 cells that produce IL-4 and IL-13, typically also accompanied by a strong T-regulatory component.^22^ Murine infection models have established a clear paradigm that whilst enhancing the type-2 response increases resistance to helminths, strengthening of the type-1 response results in susceptibility to chronic infection.^21,23–25^

In contrast to the well-known effects of PAC on improving health during chronic metabolic diseases, it is not yet understood in detail how they impact immune function during pathogen infections. PAC-rich diets have shown modulatory effects on the immune response to helminth infections in livestock (sheep and pigs), including a boosting of infection-induced γδ T-cells, eosinophils, and antibodies.^26,27^ However, PAC-enriched diets have also been shown to exacerbate infection with the extracellular bacterium *Citrobacter rodentium* infection in mice, which may be due to PAC-induced changes in the GM or mucosal immune function.^28^ Thus, the effects of PAC on enteric infections may vary depending on factors such as host species or basal GM. So far, no studies have investigated the influence of PAC on helminth infection in mouse models fed purified, semi-synthetic diets (SSD) with a defined chemical composition. This may represent a useful system to examine the interactions between PAC and gut pathogens, and to assess if PAC intake can modulate the polarization of the immune system toward either a type-1 or type-2 immune response in natural models of parasite infection.

Here, we explored if the addition of PAC to purified, open-source murine diets can alter the immune response during enteric parasitic infection. We utilized two parasite systems, the small intestinal *Heligmosomoides polygyrus* and the large intestinal *Trichuris muris*, which can be used to effectively model the infection dynamics typically seen in natural infections in humans and animals.^22,29^ We show that in both infection models PAC induces a modulation of the immune response induced by infection. Moreover, infection tended to modulate PAC-induced changes in the gut microbiome. Importantly, whilst PAC intake increased the abundance of microbial-derived metabolites positively associated with gut health, concurrent *T. muris* infection impaired production of such metabolites. Thus, our results point to an interaction between enteric parasite infection and dietary phytonutrients that may, in some contexts, negatively affect host health.

## Results

### Proanthocyanidins alter expression of immune-related genes and reduce mastocytosis during small intestinal nematode infection

To study if PAC can modulate mucosal immune responses to an enteric helminth infection, we first examined the effects of PAC intake on the small intestinal mucosal immune response to *H. polygyrus*. Mice were fed SSD (Supplementary Table S1) and were gavaged every 2^nd^ day with 200 mg/kg purified PAC derived from grape pomace dissolved in water, or water only, for 4 weeks. Halfway through the experiment, mice in each treatment group were infected with *H. polygyrus* and euthanized 14 days post-infection (p.i.,), i.e., 28 days after initiation of PAC administration, or remained as uninfected controls (Figure 1a). 

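Duodenal RNA from 15 female C57BL/6 mice was analysed, with 5 uninfected mice given water (Control), 5 *H. polygyrus*-infected mice given water (Hp) and 5 infected mice given PAC (Hp + PAC). PAC was gavaged at 200 mg/kg every 2nd day for 28 days, 200 larvae were given on day 14, and tissue was taken 14 days p.i. No library of uninfected mice given PAC was analysed here. The sample labels give an age of 8 weeks and intestinal tissue, where the paper's methods give 6 weeks and duodenum. The authors sequenced paired-end DNBSEQ libraries and mapped the reads to the mouse genome mm10 (GRCm38), with Bowtie2 in the paper's methods and HISAT in the sample labels. Their deposited files give an expected count and an FPKM value for each gene of each library. The total expected count ranged from 14149846 to 15245909 (median 14895826) in Control, from 14143769 to 16075950 (median 14509639) in Hp and from 14090569 to 14983872 (median 14306119) in Hp + PAC.

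Expected counts were rounded to whole numbers, and a gene not listed for a library was given a count of 0. The 14190 genes with at least 10 counts in at least 5 libraries were tested. They were normalized by TMM and fitted with edgeR's quasi-likelihood model in 1 fit of all 15 libraries. Tests were two-sided, with an adjusted p (Benjamini-Hochberg) under 0.05 as the threshold. Levels are given as CPM, the counts scaled to library size, with the SD over 5 mice. The standard error of a log2 fold change was taken from its F statistic. In addition, 39 gene lists of pathways and cell types, written before the deposited counts were examined, were tested with camera (two-sided, at a preset inter-gene correlation of 0.01, adjusted over the lists). Some lists hold genes that the paper names from these libraries, such as *Apoc3* in lipid absorption and *Spib* in M cells. Such lists are not independent of the paper's results. None of the 39 lists passed in either comparison when the correlation was estimated from the data. The p value of that test is given beside most lists of Hp against Control. For Hp + PAC against Hp only the smallest is given. Where the Control libraries held 1 to 3 counts of a gene, the ratio of counts is given with a 95% exact binomial interval. Where they held 0, the fold is a lower bound from 3 counts over the group. Intervals and floors cover counting error only.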

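Infection with *H. polygyrus* raised transcripts of type-2 immunity in the duodenum. *Il9r*, the receptor of interleukin-9 (gene ID 16199, chromosome 11 from 32187544 to 32205283), was at 6.31 ± 2.10 CPM (SD, n = 5 mice) in Hp and 0.488 ± 0.167 CPM (SD, n = 5) in Control. This is a log2 fold change of 3.66 (standard error 0.35, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test). *Gata3*, a transcription factor of type-2 lymphocytes, *Ccl8*, a chemokine, and *Retnla*, a product of alternatively activated macrophages, had log2 fold changes of 2.37, 5.31 and 4.71 (standard errors 0.31, 0.89 and 0.93, adjusted p = 2.5e-04, 0.00193 and 0.00518 from edgeR). Every Hp mouse lay above every Control mouse for *Il9r*, *Gata3* and *Ccl8*, and 4 of 5 did for *Retnla*. *Il13*, the type-2 cytokine interleukin-13, was chosen for mention after its values were seen and had 268 counts in Hp and 1 in Control, a ratio of 268 (95% interval 47.6 to 10613, adjusted p = 0.00871 from edgeR). Its log2 fold change was 7.38, and 8.76 without Control 2 and 6.00 without Hp 5. That of *Ccl8* was 6.23 without Control 4 and that of *Retnla* 5.38 without Control 5. Of 20 measured genes of type-2 cytokines and their response, 11 were higher, 0 were lower and 9 did not pass (14 higher and 1 lower when adjusted over the list alone). Over this list the median log2 fold change was 1.67 (camera, adjusted p = 1.2e-06, and adjusted p = 0.271 with an estimated correlation).

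Cell types of type-2 responses moved the same way. Of 24 tuft cell genes, 22 were higher, 0 were lower and 2 did not pass (23 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 2.49 (camera, adjusted p = 1.4e-27, and adjusted p = 0.0948 with an estimated correlation). They included *Il17rb*, the receptor of interleukin-25, and *Sucnr1*, the succinate receptor, with log2 fold changes of 2.58 and 3.88 (standard errors 0.23 and 0.35, adjusted p = 2.0e-05 and 2.0e-05 from edgeR). The tuft cell genes *Nrgn* and *Lrmp* had log2 fold changes of 2.73 and 2.51 (standard errors 0.27 and 0.25, adjusted p = 2.9e-05 and 2.9e-05 from edgeR). Of 8 eosinophil genes, 6 were higher, 0 were lower and 2 did not pass (7 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 1.86 (camera, adjusted p = 2.8e-05, and adjusted p = 0.271 with an estimated correlation). *Siglecf*, a lectin of eosinophils and tuft cells, and *Ear2*, an eosinophil ribonuclease whose reads may be shared with close paralogs, had log2 fold changes of 2.46 and 3.45 (standard errors 0.28 and 0.69, adjusted p = 8.5e-05 and 0.00532 from edgeR). Genes of the interferon and type-1 response went the other way. Of 35 measured, 1 was higher, 11 were lower and 23 did not pass (2 higher and 18 lower when adjusted over the list alone), and the median log2 fold change was -0.49 (camera, adjusted p = 1.2e-06, and adjusted p = 0.271 with an estimated correlation). The higher gene was *Nos2*, inducible nitric oxide synthase, named after its values were seen. Its call ended in 10 of the 15 fits without 1 library (edgeR, adjusted p up to 0.182 without Hp 4), with a log2 fold change of 2.26 and 0.97 without Hp 4. It also ended with the smooth muscle and the position covariate (adjusted p = 0.116 and 0.106 from edgeR, log2 fold changes 3.66 and 2.14). *Ifit3*, *Ifit1* and *Isg15*, all induced by interferon, had log2 fold changes of -1.73, -1.50 and -1.05 (standard errors 0.31, 0.32 and 0.25, adjusted p = 0.00295, 0.00757 and 0.014 from edgeR). *Igtp*, an interferon-induced GTPase, fell by 1.42 on the log2 scale (standard error 0.30, adjusted p = 0.00699 from edgeR).

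Over all genes, 2179 passed in Hp against Control, 1414 higher and 765 lower (edgeR). Of the 14190 tested, 12.0% had all 5 mice of a group above all 5 of the other, where chance gives 0.794%. Markers of smooth muscle were also higher in the Hp libraries, with 11 of 12 passing. With the mean of these markers as a covariate, 84 genes passed (72 higher and 12 lower, edgeR). This mean nearly separated the groups, at 7.05 to 7.31 log2 CPM in Control, 7.30 to 8.96 in Hp and 8.12 to 8.43 in Hp + PAC. Infection may itself raise it, so a call that ended with this covariate cannot tell muscle content from infection as the cause. Under that covariate the adjusted p of camera was 6.7e-05 for the type-2 list, 1.5e-34 for tuft cells, 0.126 for eosinophils and 2.3e-04 for the interferon list. The covariate ended the calls of *Il13*, *Gata3*, *Ccl8*, *Retnla* and *Ear2* (adjusted p = 0.595, 0.0827, 0.152, 0.395 and 0.584 from edgeR), whose log2 fold changes were 7.38, 2.37, 5.31, 4.71 and 3.45 before and 4.29, 1.51, 4.20, 2.91 and 1.69 with it. It also ended those of *Ifit3*, *Ifit1*, *Isg15* and *Igtp* (adjusted p = 0.325, 0.528, 0.496 and 0.583 from edgeR), where the log2 fold changes were -1.53, -1.10, -0.96 and -0.91 with it and -1.73, -1.50, -1.05 and -1.42 before. With the proximal-minus-distal score of small intestinal position as a covariate, chosen after the data were seen, the adjusted p was 0.0935 for *Isg15* and 0.0507 for *Igtp* (edgeR, log2 fold changes -0.67 and -1.09). Without any covariate, the adjusted p of *Il13* was 0.0674 with limma on log2 FPKM (log2 fold change 1.60 with 1 added). The count of genes was 1403 without Control 1, 1344 without Control 3, 1287 without Hp 3 and 1166 without Hp 5. *Chil4*, a chitinase-like protein similar in sequence to *Chil3*, had 3220 counts in Hp and 2 in Control, a ratio of 1608 (95% interval 445 to 13286, adjusted p = 0.0484 from edgeR). Its adjusted p was above the threshold without single libraries of each group, at 0.0948 without Control 1, 0.0899 without Control 2, 0.145 without Control 3, 0.0925 without Control 4, 0.0888 without Control 5, 0.056 without Hp + PAC 2, 0.0502 without Hp + PAC 5, 0.0519 without Hp 2, 0.12 without Hp 3 and 0.0924 without Hp 5. The log2 fold change of *Chil4* was 10.14, 12.20 without Control 3, 8.63 without Hp 3, and 2.30 with the smooth muscle covariate. Over all alternatives its adjusted p ran up to 0.958.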

RNA-sequencing (RNA-Seq) of duodenum tissues from *H. polygyrus-*infected mice without PAC intake showed a strong upregulation of many genes involved in type-2 immunity, relative to uninfected control mice (Figure 1b; Supplementary File 1). These included genes involved in mast cell responses, including mast cell proteases (*Mcpt1, Mcpt2*), chymases (*Cma2*) and subunits of the high-affinity IgE receptor (*Ms4a2*). Furthermore, innate defense molecules (e.g., *Ang4*) were upregulated (Figure 1b). 

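Mast cell transcripts were higher in the infected duodenum, with *Cma2* among the 5 largest increases of the comparison. *Mcpt1*, a mast cell protease of the intestinal mucosa (gene ID 17224, chromosome 14 from 56017964 to 56020391), was at 501 ± 239.7 CPM (SD, n = 5 mice) in Hp and 1.27 ± 0.461 CPM (SD, n = 5) in Control. This is a log2 fold change of 8.62 (standard error 0.60, adjusted p = 3.9e-06 from edgeR). *Mcpt2*, a related protease (gene ID 17225, chromosome 14 from 56021584 to 56044635), and *Cpa3*, the mast cell carboxypeptidase (gene ID 12873, chromosome 3 from 20215616 to 20242209), had log2 fold changes of 8.36 and 6.14 (standard errors 0.65 and 0.60, adjusted p = 1.3e-05 and 3.0e-05 from edgeR). *Cma2*, a chymase (gene ID 545055, chromosome 14 from 55950980 to 55989785), had 1501 counts in Hp and 1 in Control, a ratio of 1499 (95% interval 269 to 59262, adjusted p = 5.8e-05 from edgeR). *Ms4a2*, the beta chain of the high-affinity IgE receptor (gene ID 14126, chromosome 19 from 11615517 to 11623790), had 344 counts in Hp and 1 in Control, a ratio of 344 (95% interval 61.3 to 13612, adjusted p = 2.0e-05 from edgeR). The alpha chain of that receptor, *Fcer1a*, had 172 counts and 2, a ratio of 85.9 (95% interval 23.4 to 715, adjusted p = 4.3e-05 from edgeR). The log2 fold change of *Cma2* was 9.79 (11.16 without Control 3), that of *Ms4a2* 7.69 (9.07 without Control 2) and that of *Fcer1a* 6.00 (8.07 without Control 3). *Mcpt9*, a protease of the same cluster, had no count in Control and was at least 112-fold higher in Hp (adjusted p = 8.8e-04 from edgeR). *Rab44*, a large Rab GTPase, rose by 3.85 on the log2 scale (standard error 0.41, adjusted p = 4.4e-05 from edgeR). *Mcpt1*, *Mcpt2*, *Mcpt9* and *Cma2* lie in a cluster of similar genes on chromosome 14 and may share reads.

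Of 19 measured mast cell genes, 15 were higher, 0 were lower and 4 did not pass (18 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 3.81 (camera, adjusted p = 3.2e-20, and adjusted p = 0.0841 with an estimated correlation). Of these 19 genes, 7 were named by the study from these libraries (*Mcpt1*, *Mcpt2*, *Cma2*, *Cpa3*, *Ms4a2*, *Mcpt9* and *Rab44*), so the list is not independent evidence of its direction. The list's median was unchanged with genes at or near 0 in Control set to their bound. Of 32 genes of signalling from the IgE receptor, 16 were higher, 0 were lower and 16 did not pass (17 higher and 2 lower when adjusted over the list alone), and the median log2 fold change was 0.58 (camera, adjusted p = 8.3e-09, and adjusted p = 0.0841 with an estimated correlation). Its members *Pik3cg*, a phosphoinositide kinase of leukocytes, and *Alox5*, the enzyme that starts leukotriene synthesis and also a tuft cell gene, had log2 fold changes of 1.68 and 3.24 (standard errors 0.16 and 0.34, adjusted p = 2.9e-05 and 4.7e-05 from edgeR). With the smooth muscle covariate, camera gave an adjusted p of 2.5e-22 for the mast cell list and 1.3e-13 for the receptor list. The mean log2 CPM of *Mcpt1*, *Mcpt2*, *Cma2*, *Cpa3*, *Ms4a2* and *Mcpt9* was 4.81 ± 0.80 in Hp and -1.63 ± 0.23 in Control (SD, n = 5). All 5 Hp mice were above all Control mice (exact permutation test, two-sided, p = 0.00794, the smallest that 252 arrangements allow).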

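Genes of innate epithelial defense were higher in Hp than in Control mice. *Ang4*, an antimicrobial ribonuclease of Paneth and goblet cells (gene ID 219033, chromosome 14 from 51763892 to 51773590), was at 1855 ± 879 CPM (SD, n = 5 mice) in Hp and 113 ± 50.3 CPM (SD, n = 5) in Control, a log2 fold change of 4.03 (standard error 0.40, adjusted p = 3.4e-05 from edgeR). *Duox2*, an oxidase that makes hydrogen peroxide (gene ID 214593, chromosome 2 from 122279246 to 122298740), and *Duoxa2*, its maturation factor (gene ID 66811, chromosome 2 from 122298900 to 122302885), rose together, with log2 fold changes of 9.75 and 9.87 (standard errors 0.84 and 0.88, adjusted p = 2.0e-05 and 2.0e-05 from edgeR). *Gsdmc4* and *Gsdmc3*, gasdermins of neighbouring genes that may share reads, were at 1441 ± 712 and 316 ± 188 CPM in Hp and at 15.2 ± 10.0 and 1.36 ± 1.24 CPM in Control (SD, n = 5). Their log2 fold changes were 6.57 and 7.84 (standard errors 0.57 and 0.71, adjusted p = 2.0e-05 and 2.0e-05 from edgeR). *Pla2g4c*, a cytosolic phospholipase (gene ID 232889, chromosome 7 from 13311507 to 13360674), had 4287 ± 3795 CPM in Hp and 3.73 ± 3.00 CPM in Control (SD, n = 5), a log2 fold change of 10.17 (standard error 1.04, adjusted p = 4.3e-05 from edgeR). *Spib*, a transcription factor of M cells and B cells, rose by 2.79 on the log2 scale (standard error 0.25, adjusted p = 2.0e-05 from edgeR). The log2 fold change of *Duox2* was 10.40 without Control 2, that of *Duoxa2* 10.97 without Control 2, that of *Gsdmc3* 8.54 without Control 2 and that of *Pla2g4c* 10.79 without Control 1. All 5 Hp mice lay above all 5 Control mice for each of these 7 genes.

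Of 21 genes of epithelial antimicrobial defence, 13 were higher, 3 were lower and 5 did not pass (13 higher and 5 lower when adjusted over the list alone), and the median log2 fold change was 3.27 (camera, adjusted p = 1.2e-06, and adjusted p = 0.0841 with an estimated correlation). *Ang4* and *Gsdmc4* in this list were named by the study from these libraries. The lower genes were *Reg1*, *Dmbt1* and *Lypd8*, named after their values were seen. The calls of *Reg1* and *Dmbt1* ended in 6 and 12 of the 15 fits without 1 library (edgeR, adjusted p up to 0.106 without Control 1 and 0.108 without Hp 3), with the smooth muscle covariate (adjusted p = 0.694 and 0.982 from edgeR) and with the position score (0.291 and 0.128). The log2 fold changes of *Reg1* and *Dmbt1* were -2.90 and -0.87, -2.17 and -0.04 with the first covariate and -1.05 and -0.71 with the second, and that of *Reg1* was -1.90 without Control 1. *Lypd8* is a mucosal protein that binds flagellated bacteria, and was at -0.67 on the log2 scale (standard error 0.17, adjusted p = 0.0149 from edgeR). Of 20 Paneth cell genes, 11 were higher, 0 were lower and 9 did not pass (16 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 1.49 (camera, adjusted p = 3.2e-08, and adjusted p = 0.271 with an estimated correlation). *Defa27*, a defensin, rose by 4.66 on the log2 scale (standard error 0.57, adjusted p = 1.5e-04 from edgeR), and its reads may be shared among the defensins. *Mptx1* and *Mptx2*, mucosal pentraxins that are also similar to each other, had log2 fold changes of 3.64 and 2.92 (standard errors 0.51 and 0.48, adjusted p = 5.3e-04 and 0.00154 from edgeR). Of 19 goblet cell genes, 13 were higher, 0 were lower and 6 did not pass (15 higher and 1 lower when adjusted over the list alone), and the median log2 fold change was 1.07 (camera, adjusted p = 7.6e-07, and adjusted p = 0.271 with an estimated correlation). *Clca1*, a secreted component of mucus, and *Ccl9*, a chemokine, had log2 fold changes of 2.32 and 1.81 (standard errors 0.26 and 0.27, adjusted p = 6.4e-05 and 7.2e-04 from edgeR). Camera with the smooth muscle covariate gave adjusted p values of 1.5e-13 for antimicrobial defence, 1.2e-05 for Paneth cells and 0.00576 for goblet cells. That covariate ended the calls of *Lypd8*, *Mptx1*, *Mptx2* and *Ccl9* in edgeR (adjusted p = 0.609, 0.083, 0.271 and 0.164), with log2 fold changes of -0.67, 3.64, 2.92 and 1.81 before and -0.45, 2.10, 1.85 and 1.03 after. With the position score as a covariate the adjusted p of *Lypd8* was 0.0578 (edgeR, log2 fold change -0.51).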

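Several genes of lipid handling, detoxification and transport were lower in the infected duodenum. *Apoc3*, an apolipoprotein that slows clearance of triglycerides (gene ID 11814, chromosome 9 from 46233050 to 46235636), was at 285 ± 90.6 CPM (SD, n = 5 mice) in Hp and 816 ± 83.1 CPM (SD, n = 5) in Control. Its log2 fold change was -1.52 (standard error 0.26, adjusted p = 0.00204 from edgeR). *Papss2*, which makes the sulfate donor for sulfation (gene ID 23972, chromosome 19 from 32595669 to 32667187), and *Dao*, a D-amino acid oxidase (gene ID 13142, chromosome 5 from 113999635 to 114025675), had log2 fold changes of -2.23 and -1.36 (standard errors 0.36 and 0.26, adjusted p = 0.00128 and 0.00351 from edgeR). *Ephx1*, an epoxide hydrolase, and *Ces1d*, a carboxylesterase that may share reads with its paralogs, fell by 1.54 and 2.09 on the log2 scale (standard errors 0.16 and 0.38, adjusted p = 4.1e-05 and 0.00318 from edgeR). The genes *Ambp*, which encodes a protease inhibitor and a lipocalin, *Kcns3*, a potassium channel subunit, and *Greb1* had log2 fold changes of -1.48, -2.31 and -1.53 (standard errors 0.19, 0.17 and 0.18, adjusted p = 1.5e-04, 3.9e-06 and 8.5e-05 from edgeR). Those of *St3gal1*, a sialyltransferase, and *Prrx1*, a mesenchymal transcription factor, were -1.36 and -1.29 (standard errors 0.17 and 0.17, adjusted p = 1.5e-04 and 2.1e-04 from edgeR). Every Hp mouse was below every Control mouse for these 10 genes.

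The 5 largest decreases included *Ces1g*, another carboxylesterase, *Cyp2c38*, a cytochrome P450, and *Ugt2b5*, a glucuronosyltransferase, with log2 fold changes of -4.95, -4.52 and -3.94 (standard errors 0.66, 0.76 and 0.79, adjusted p = 3.4e-04, 0.00161 and 0.00539 from edgeR). These values were -5.57 without Hp 4 for *Ces1g*, -5.17 without Hp 1 for *Cyp2c38* and -4.56 without Hp 4 for *Ugt2b5*. *Tmprss15*, the enteropeptidase that activates trypsinogen, was at 0.251 ± 0.323 CPM in Hp and 20.7 ± 22.6 CPM in Control (SD, n = 5), a log2 fold change of -6.37 (standard error 1.92, adjusted p = 0.0385 from edgeR). Its adjusted p was 0.0789 without Control 1, 0.0641 without Control 4, 0.0502 without Control 5, 0.0809 without Hp 2, 0.0894 without Hp 3, 0.0632 without Hp 4 and 0.0916 without Hp 5, and its log2 fold change -5.61 without Control 1 and -7.38 without Hp 1. *Akp3*, an intestinal alkaline phosphatase of the proximal small intestine, was at 3.66 ± 1.60 CPM in Hp and 161 ± 260 CPM in Control (SD, n = 5), a log2 fold change of -5.46 (standard error 1.76, adjusted p = 0.0492 from edgeR). Its adjusted p was 0.143 without Control 1, 0.0564 without Control 3, 0.0713 without Control 4, 0.0554 without Control 5, 0.075 without Hp 1, 0.0993 without Hp 2, 0.104 without Hp 3, 0.069 without Hp 4 and 0.113 without Hp 5, and its log2 fold change -3.69 without Control 1.

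Of 24 nutrient transporters, 1 was higher, 3 were lower and 20 did not pass (1 higher and 3 lower when adjusted over the list alone), and the median log2 fold change was -0.42 (camera, adjusted p = 0.01, and adjusted p = 0.424 with an estimated correlation). Those lower were *Slc46a1*, *Slc11a2* and *Slc39a4*, carriers of folate, iron and zinc. The calls of *Slc11a2* and *Slc39a4* ended in 4 and 7 of the 15 fits without 1 library (edgeR, adjusted p up to 0.0581 without Hp 3 and 0.103 without Hp 5). *Slc46a1* fell by 1.43 on the log2 scale, while *Slc1a1*, a glutamate transporter, rose by 1.43 (standard errors 0.25 and 0.30, adjusted p = 0.0021 and 0.00699 from edgeR). Of 20 genes of brush border digestion, 0 were higher, 2 were lower and 18 did not pass (0 higher and 2 lower when adjusted over the list alone), and the median log2 fold change was -0.42 (camera, adjusted p = 0.0228, and adjusted p = 0.515 with an estimated correlation). The lower genes were *Tmprss15* and *Treh*, a trehalase, and the camera adjusted p of the list was 0.0627 without Control 2 and 0.121 without Hp 3. The call of *Treh* ended in 7 of the 15 fits without 1 library (edgeR, adjusted p up to 0.0918 without Hp 5). Of 20 genes of lipid absorption and lipoproteins, 1 was higher, 2 were lower and 17 did not pass (2 higher and 3 lower when adjusted over the list alone), and the median log2 fold change was -0.28 (camera, adjusted p = 0.0237, and adjusted p = 0.399 with an estimated correlation). This list's camera adjusted p was 0.0588 without Control 2 and 0.0658 without Hp 3. Lower were the apolipoproteins *Apoc2* and *Apoc3*. However, the call of *Apoc2* ended in 9 of the 15 fits without 1 library (edgeR, adjusted p up to 0.114 without Hp 5). The higher gene was *Clps*, the pancreatic colipase, at a log2 fold change of 2.83 (standard error 0.49, adjusted p = 0.00217 from edgeR). Of 23 genes of fatty acid oxidation, 0 were higher, 5 were lower and 18 did not pass (0 higher and 6 lower when adjusted over the list alone), and the median log2 fold change was -0.33 (camera, adjusted p = 2.7e-06, and adjusted p = 0.271 with an estimated correlation). They were *Acaa1b*, *Acadl*, *Hadh*, *Acaa2* and *Eci1*. Calls of the last 3 ended in 11, 6 and 8 of the 15 fits without 1 library (edgeR, adjusted p up to 0.122 without Hp 5, 0.0739 without Hp 3 and 0.0942 without Hp 5). *Acaa1b*, a peroxisomal thiolase, and *Acadl*, a mitochondrial dehydrogenase, had log2 fold changes of -1.96 and -0.81 (standard errors 0.44 and 0.20, adjusted p = 0.0106 and 0.0158 from edgeR).

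Markers of position along the small intestine moved with infection. The mean log2 CPM of proximal markers minus that of distal markers was 1.20 ± 0.44 in Hp and 2.92 ± 0.94 in Control (SD, n = 5; exact permutation test, two-sided, p = 0.00794, the smallest possible). Of 9 proximal genes, 0 were higher, 2 were lower and 7 did not pass (0 higher and 4 lower when adjusted over the list alone), and the median log2 fold change was -0.61 (camera, adjusted p = 0.00193, and adjusted p = 0.271 with an estimated correlation). The lower genes were *Gata4*, a transcription factor of the proximal intestine, and *Cck*, the hormone cholecystokinin, at -0.36 and -1.06 (standard errors 0.07 and 0.25, adjusted p = 0.00361 and 0.0124 from edgeR). With this score as a covariate, chosen after the data were seen, the adjusted p was 0.671 for *Akp3* and 0.0553 for *Acadl* (edgeR), with log2 fold changes of -0.54 and -0.66. With the smooth muscle covariate, camera gave adjusted p values of 0.718 for transporters, 0.448 for the brush border, 0.814 for lipid absorption, 0.927 for fatty acid oxidation and 0.0114 for proximal markers, where the first 2 had the opposite direction. Of the genes given with a log2 fold change above, *Ambp*, *Ephx1*, *Kcns3* and *Prrx1* still passed edgeR with that covariate, and adjusted p values of the others ran from 0.0677 to 0.831. Log2 fold changes with the covariate were -0.96, -2.08, -1.13, -1.87, -1.22 and -1.23 for *Apoc3*, *Papss2*, *Dao*, *Ces1d*, *Greb1* and *St3gal1*. They were -3.13, -1.88, -1.77, -3.48 and -4.35 for *Ces1g*, *Cyp2c38*, *Ugt2b5*, *Tmprss15* and *Akp3*. Those of *Slc46a1*, *Slc1a1*, *Clps*, *Acaa1b*, *Acadl*, *Gata4* and *Cck* were -0.69, 0.66, 0.51, -1.42, -0.41, -0.22 and -1.57. The calls of the other 7 lower genes named here ended as well (adjusted p = 0.577 to 0.961 from edgeR), and with the position score those of *Slc39a4* and *Apoc2* did (adjusted p = 0.101 and 0.0751 from edgeR). The log2 fold change of *Apoc2* was -0.72 with and without the position score. That of *Slc39a4* ran from -0.57 to -0.44 over all alternatives. Log2 fold changes of *Slc11a2*, *Slc39a4*, *Treh*, *Apoc2*, *Hadh*, *Acaa2* and *Eci1* were -0.52, -0.51, -0.96, -0.72, -0.81, -0.99 and -0.63 without covariates and -0.16, -0.52, -0.10, -0.60, -0.15, -0.31 and -0.17 with the smooth muscle covariate.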

Downregulated genes were mainly involved in nutrient uptake and metabolism, consistent with the marked changes in gut function that accompany *H. polygyrus* infections.^30^ Transcriptional pathways enriched by *H. polygyrus* infection were mainly related to mastocytosis, whilst suppressed pathways were connected to metabolic processes such as electron transfer, ATP synthesis and cellular biotransformation (Figure 1c). Thus, *H. polygyrus* infection induced a strong modulatory effect on the intestinal environment with marked upregulation of type-2 immune mechanisms, and a suppression of cellular metabolism that may relate to mucosal injury and necrosis induced by nematode invasion of the host tissue.

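Lists of metabolic pathways had negative medians in Hp against Control, small in respiration and larger in biotransformation. Of 64 genes of respiratory electron transport, 0 were higher, 11 were lower and 53 did not pass (0 higher and 14 lower when adjusted over the list alone), and the median log2 fold change was -0.15 (camera, adjusted p = 8.3e-09, and adjusted p = 0.271 with an estimated correlation). *Ndufa4*, a subunit of cytochrome c oxidase (gene ID 17992, chromosome 6 from 11900372 to 11907450), *Ndufc2*, of complex I, and *Cox6a1*, of cytochrome c oxidase, had log2 fold changes of -1.04, -0.30 and -0.30 (standard errors 0.15, 0.06 and 0.07, adjusted p = 6.6e-04, 0.00729 and 0.0103 from edgeR). Of 17 ATP synthase genes, 0 were higher, 5 were lower and 12 did not pass (0 higher and 5 lower when adjusted over the list alone), and the median log2 fold change was -0.16 (camera, adjusted p = 3.0e-04, and adjusted p = 0.271 with an estimated correlation). The 5 were *Atp5d*, *Atp5g1*, *Atp5g3*, *Usmg5* and *Atpif1*. Calls of the first 4 ended in 6, 6, 6 and 9 of the 15 fits without 1 library (edgeR, adjusted p up to 0.0759 without Hp 3, 0.0917 without Hp 5, 0.0991 without Hp 5 and 0.116 without Hp 5). *Atpif1*, which encodes the inhibitory factor of that enzyme rather than a subunit, fell by 0.73 on the log2 scale (standard error 0.14, adjusted p = 0.00501 from edgeR).

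The lists of cellular biotransformation had more negative medians, though the lists were not tested against each other. Of 34 genes of phase I biotransformation, 0 were higher, 15 were lower and 19 did not pass (0 higher and 22 lower when adjusted over the list alone), and the median log2 fold change was -1.23 (camera, adjusted p = 3.3e-14, and adjusted p = 0.271 with an estimated correlation). *Ces1e*, a carboxylesterase with close paralogs, was at 4.48 ± 3.48 CPM in Hp and 24.0 ± 8.38 CPM in Control (SD, n = 5 mice), a log2 fold change of -2.42 (standard error 0.45, adjusted p = 0.00338 from edgeR). Of 37 genes of phase II conjugation, 0 were higher, 19 were lower and 18 did not pass (1 higher and 27 lower when adjusted over the list alone), and the median log2 fold change was -0.94 (camera, adjusted p = 3.7e-14, and adjusted p = 0.182 with an estimated correlation). The glutathione transferases *Gsta4*, *Gstm1* and *Gstt1* had log2 fold changes of -3.80, -1.41 and -1.40 (standard errors 0.62, 0.24 and 0.20, adjusted p = 0.00147, 0.00203 and 4.9e-04 from edgeR). Of 17 genes of porphyrin and heme metabolism, 2 were higher, 5 were lower and 10 did not pass (2 higher and 7 lower when adjusted over the list alone), and the median log2 fold change was -0.31 (camera, adjusted p = 0.0199, and adjusted p = 0.271 with an estimated correlation). The higher genes were *Hmox1*, which degrades heme, and *Cp*, ceruloplasmin, whose calls ended in 6 and 8 of the 15 fits without 1 library (edgeR, adjusted p up to 0.0625 without Control 5 and 0.0857 without Control 3). *Alad* and *Ppox*, enzymes of heme synthesis, had log2 fold changes of -0.72 and -0.51 (standard errors 0.15 and 0.13, adjusted p = 0.00609 and 0.0175 from edgeR).

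Terms of the Gene Ontology, tested after the data were seen, gave 53 terms up and 19 down of 1706 with camera, and none with an estimated correlation (smallest adjusted p = 0.783). In the term positive regulation of mast cell degranulation, 8 of 11 genes were higher and 0 lower (camera, adjusted p = 9.0e-05). In collagen fibril organization, 15 of 30 were higher (camera, adjusted p = 9.0e-05). Among the terms that were down, retinoid metabolic process had 8 of 16 genes lower and glutathione metabolic process 14 of 36, with 0 and 3 higher (camera, adjusted p = 9.0e-05 for both). The terms respiratory electron transport chain, aerobic respiration and tricarboxylic acid cycle had 6 of 15, 9 of 20 and 8 of 23 genes lower and 0, 0 and 2 higher (camera, adjusted p = 6.1e-04, 0.0016 and 0.00234). The term ATP synthesis coupled proton transport, with 3 of 15 genes lower and 0 higher, did not pass (camera, adjusted p = 0.0596). Smooth muscle markers were higher in the same Hp libraries, and with their mean as a covariate camera gave an adjusted p of 3.7e-06 for respiration, 0.0229 for ATP synthase, 0.0235 for phase I, 1.2e-05 for phase II and 0.454 for heme. Of the 10 respiratory, ATP synthase, biotransformation and heme genes given with a log2 fold change, none passed edgeR with that covariate, where adjusted p values ran from 0.196 to 0.773. Log2 fold changes with it were -0.58, -0.28, -0.29 and -0.40 for *Ndufa4*, *Ndufc2*, *Cox6a1* and *Atpif1*, and -1.14, -2.44, -0.71, -0.88, -0.64 and -0.24 for *Ces1e*, *Gsta4*, *Gstm1*, *Gstt1*, *Alad* and *Ppox*. The calls of *Atp5d*, *Atp5g1*, *Atp5g3*, *Usmg5*, *Hmox1* and *Cp* ended too (adjusted p = 0.311 to 0.829 from edgeR), with log2 fold changes of -0.23, -0.24, -0.29, -0.35, 1.38 and 0.65 before and -0.21, -0.23, -0.13, -0.24, 1.69 and 0.52 with it.

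**Figure D1:**
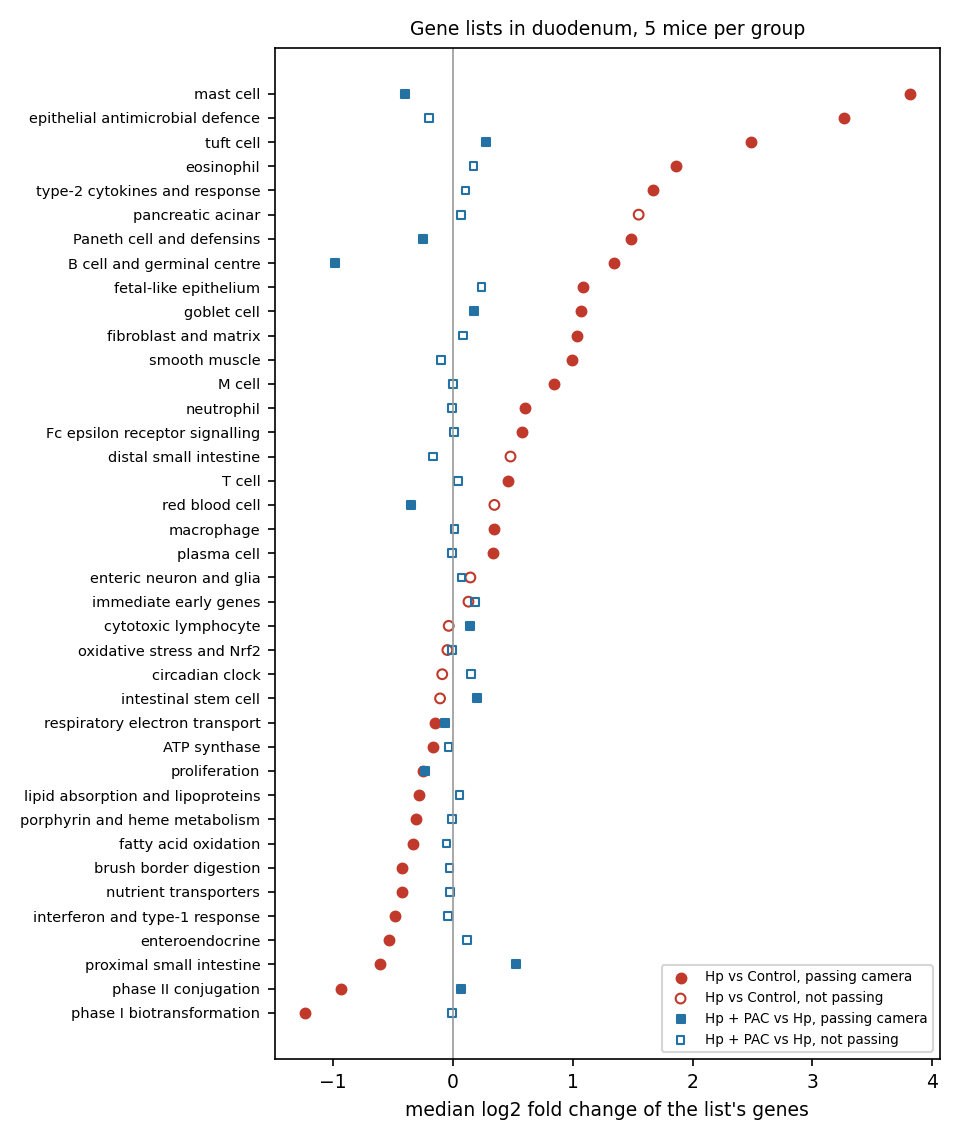
Median log2 fold change (x axis) of the genes of each of 39 lists (y axis) in 5 mice per group, with circles for Hp against Control and squares for Hp + PAC against Hp. Filled marks passed camera at its preset correlation and open marks did not. The mast cell list lies at 3.81 and the phase I list at -1.23 in Hp against Control.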

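Some genes of epithelial cell states also differed between Hp and Control duodenum. Of 14 enteroendocrine genes, 0 were higher, 6 were lower and 8 did not pass (1 higher and 8 lower when adjusted over the list alone), and the median log2 fold change was -0.53 (camera, adjusted p = 2.0e-05, and adjusted p = 0.0841 with an estimated correlation). *Chgb*, a granin of secretory granules (gene ID 12653, chromosome 2 from 132781642 to 132795079), was at 140.4 ± 14.8 CPM in Hp and 227 ± 14.9 CPM in Control (SD, n = 5 mice), a log2 fold change of -0.69 (standard error 0.10, adjusted p = 3.9e-04 from edgeR). *Neurod1*, a transcription factor of these cells, and the hormones *Sst* and *Ghrl* had log2 fold changes of -0.97, -0.64 and -1.03 (standard errors 0.14, 0.09 and 0.22, adjusted p = 5.0e-04, 5.0e-04 and 0.00659 from edgeR). Of 19 proliferation genes, 0 were higher, 1 was lower and 18 did not pass (0 higher and 1 lower when adjusted over the list alone), and the median log2 fold change was -0.25 (camera, adjusted p = 0.00526, and adjusted p = 0.41 with an estimated correlation). The lower gene was *Pcna*, a clamp of DNA replication, at -0.34 (standard error 0.08, adjusted p = 0.0108 from edgeR). Of 10 stem cell genes, 2 were higher, 1 was lower and 7 did not pass (2 higher and 1 lower when adjusted over the list alone), and the median log2 fold change was -0.11 (camera, adjusted p = 0.4, and adjusted p = 0.735 with an estimated correlation). *Lgr5*, the marker of crypt base stem cells, fell by 1.03 on the log2 scale and *Ephb3*, a receptor of crypt cells, rose by 1.09 (standard errors 0.18 and 0.25, adjusted p = 0.00207 and 0.0108 from edgeR). Of 11 genes of the fetal-like epithelium seen after injury, 1 was higher, 0 were lower and 10 did not pass (4 higher and 0 lower when adjusted over the list alone), and the median log2 fold change was 1.09 (camera, adjusted p = 0.01, and adjusted p = 0.41 with an estimated correlation). The higher gene was *Clu*, clusterin, and the other higher stem cell gene was *Sox9*. Their calls ended in 10 and 1 of the 15 fits without 1 library (edgeR, adjusted p up to 0.157 without Hp 2 and 0.053 without Hp 5). The log2 fold change of *Clu* was 2.27, and 1.36 without Hp 2.

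Of 16 genes of the oxidative stress response, 6 were higher, 3 were lower and 7 did not pass (7 higher and 6 lower when adjusted over the list alone). The median of this list was -0.05 and its mean 0.26, with opposite signs (camera, adjusted p = 0.845). *Gpx2*, an epithelial glutathione peroxidase, *Gsr*, glutathione reductase, and *Prdx1*, a peroxiredoxin, had log2 fold changes of 2.74, 1.21 and 0.64 (standard errors 0.39, 0.24 and 0.10, adjusted p = 5.4e-04, 0.00448 and 6.6e-04 from edgeR). The lower genes were *Nqo1*, a quinone reductase, *Sod1* and *Cat*, of which the call of *Cat* ended in 11 of the 15 fits without 1 library (edgeR, adjusted p up to 0.109 without Hp 3). *Nqo1* fell by 1.01 on the log2 scale (standard error 0.18, adjusted p = 0.00209 from edgeR). Smooth muscle markers moved with these groups, and camera with their mean as a covariate gave adjusted p values of 4.9e-05 for enteroendocrine genes, 0.0568 for proliferation, 0.491 for the fetal-like list and 0.0229 for stem cell genes, which then passed as lower. With the position score as a covariate, the adjusted p of the proliferation list was 0.087 (camera). None of the genes named for these lists passed edgeR with the smooth muscle covariate, where adjusted p values ran from 0.0665 to 0.965. The log2 fold changes of *Chgb*, *Neurod1*, *Sst*, *Ghrl* and *Prdx1* changed little, to -0.64, -0.98, -0.66, -0.89 and 0.63. Those of *Pcna*, *Lgr5*, *Ephb3*, *Gpx2*, *Gsr* and *Nqo1* were -0.14, -0.95, 0.34, 2.05, 0.48 and -0.68. *Clu*, *Sox9*, *Sod1* and *Cat* went from 2.27, 1.03, -0.48 and -1.23 to 2.59, 0.09, -0.20 and -0.17. From the increased type-2 genes and the decreased metabolic genes, the paper concludes that infection strongly modulated the intestinal environment, and it proposes that the metabolic decrease relates to tissue injury by the invading nematode.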

**Figure 1.**
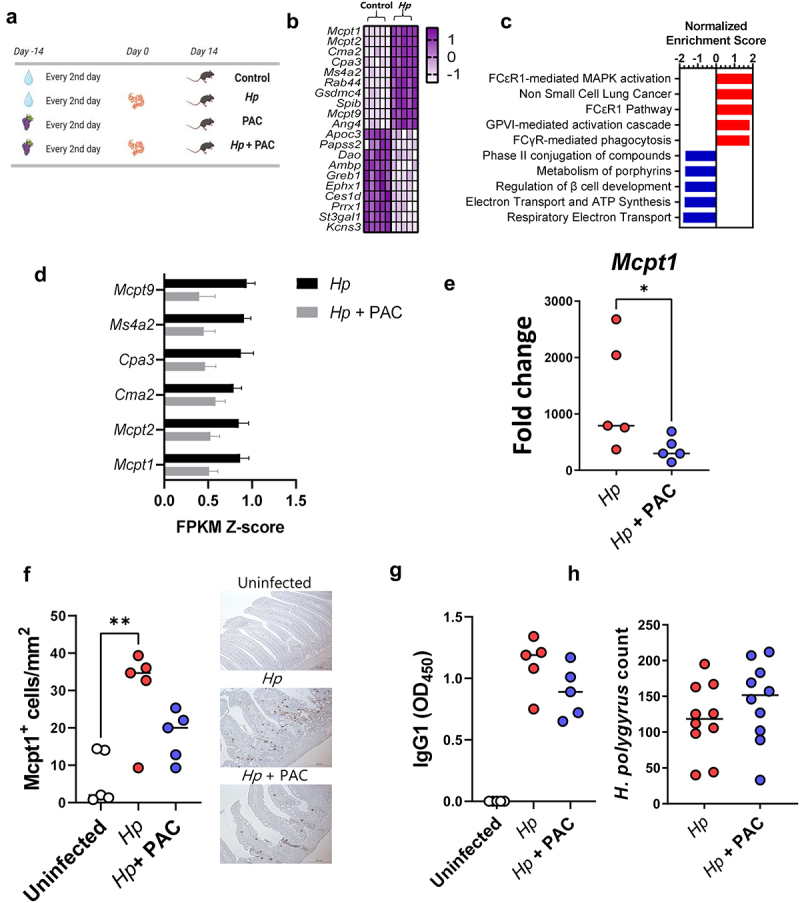
Proanthocyanidins downregulate immune-related genes and affect immune cell hyperplasia in duodenum tissues of Heligmosomoides polygyrus-infected mice with no effect on worm burdens.

In contrast, PAC intake in uninfected mice did not substantially change the duodenal transcriptome, with no significantly regulated genes following multiple correction testing (Supplementary File 2). PAC do therefore not seem to have a strong effect at this tissue site, at least in parasite-naïve mice. To explore if PAC intake impacted on host responses during *H. polygyrus* infection, we next compared duodenal transcriptomic responses of *H. polygyrus*-infected mice receiving either PAC or water alone. Overall, PAC had only minor effects on the transcriptional response to *H. polygyrus* infection. However, we noted suppression of several genes by PAC that were related to mast cell or immunoglobulin signaling, such as *Mcpt1* and *Ms4a2*, albeit again not significantly so after correction for multiple testing (Supplementary Figure S1; Supplementary File 3). Indeed, expression of the top mast cell related genes identified as being upregulated by *H. polygyrus* in Figure 1a was noticeably lower in infected mice administered PAC, relative to infected controls (Figure 1d). 

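Between infected mice given PAC and infected mice given water, no single gene passed edgeR's test over 14190 genes, and 389 genes (2.74%) had an unadjusted p under 0.05, where 710 are expected by chance. The smallest adjusted p was 0.99999. Limma on FPKM called no gene, and neither did DESeq2 on the 10 infected libraries with shrunken fold changes. DESeq2 on all 15 libraries called 1 gene of 17682, with 494 at an unadjusted p under 0.05. That gene, *Myh6*, a cardiac myosin named here after its values were seen, had 5, 0, 242, 306 and 814 counts in the Hp + PAC libraries and 2, 2, 0, 0 and 0 in the Hp libraries (DESeq2, log2 fold change 8.41, adjusted p = 0.0317). Of the 14190 genes, 0.366% had groups that did not overlap, where chance gives 0.794%.

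The 5 lower genes with the smallest p were *Nuf2* and *Spc24*, parts of the kinetochore, *Fbxo5*, an inhibitor of the anaphase-promoting complex, *Rhbg*, an ammonium transporter, and *Agt*, angiotensinogen. Their log2 fold changes ran from -0.64 for *Nuf2* to -0.36 for *Spc24* (unadjusted p = 4.7e-04 and 0.00223 from edgeR). The 5 higher genes with the smallest p were *Ambp*, *Radil*, *Cmya5*, *Ndufa4l2* and *Il2rb*, a chain of the interleukin-2 receptor. Their log2 fold changes ran from 0.50 for *Il2rb* to 1.15 for *Cmya5* (unadjusted p = 0.00313 and 0.00309 from edgeR). Of the genes called in Hp against Control, 1696 were also called in the same direction in Hp + PAC against Control, 1097 higher and 599 lower, and 0 in the opposite direction. Both comparisons use the same Control libraries. In 50 simulations of unchanged groups against shared Control libraries, each comparison called 0.04 genes in the mean and at most 1. Their overlap of 0 genes therefore cannot show how much of the real overlap comes from the shared libraries. Independent sets of the real sizes would share 153 higher and 59.0 lower genes. With the Control libraries split between the comparisons in 20 ways, a test added after the data were seen, both called 224 genes higher and 106 lower in the mean (ranges 173 to 274 and 75 to 145). Independent sets would share 14.2 and 5.67.

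The type-2 list differed by 0.16 in mean log2 CPM (3.47 ± 1.13 in Hp + PAC and 3.31 ± 0.75 in Hp, SD, n = 5, exact permutation test, two-sided, p = 0.786). The interferon list differed by -0.04 (3.91 ± 0.16 and 3.95 ± 0.21, SD, n = 5, exact permutation test, two-sided, p = 0.746). Camera gave the type-2 list an adjusted p of 0.528 with an upward direction, and of 0.0593 with a downward one without the library Hp + PAC 1, whose mean was 5.13. Without Hp + PAC 4 the list passed upward (camera, adjusted p = 0.02). With the position score as a covariate, chosen after the data were seen, both lists were lower in Hp + PAC (camera, adjusted p = 0.0435 and 0.04). Across the 14190 genes, which are not independent replicates, the covariance of the log2 fold changes of infection and of PAC was -0.0169. The shared Hp libraries alone gave -0.0330 in 50 simulations (range -0.0381 to -0.0293). With the Hp libraries split between both comparisons the mean covariance was 0.0280 over 20 splits, 8 of them negative.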

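Transcripts of mast cells were lower in Hp + PAC than in Hp mice on average, with no gene passing after correction. *Mcpt1* was at 202 ± 119 CPM in Hp + PAC and 501 ± 239.7 CPM in Hp (SD, n = 5 mice), a log2 fold change of -1.31 (standard error 0.42, unadjusted p = 0.00695 and adjusted p = 1 from edgeR). *Ms4a2* was at 1.83 ± 1.11 and 4.55 ± 1.48 CPM (SD, n = 5), a log2 fold change of -1.32 (standard error 0.38, unadjusted p = 0.00342 and adjusted p = 1 from edgeR). For both genes 3 of 5 Hp + PAC mice were below all Hp mice. The log2 fold changes of *Mcpt2*, *Cpa3* and *Mcpt9* were -1.18, -1.15 and -1.51 (standard errors 0.44, 0.41 and 0.56, unadjusted p = 0.018, 0.0135 and 0.0201 from edgeR), and that of *Mcpt9* was -2.12 without Hp + PAC 2. Those of *Cma2* and *Fcer1a* were -0.84 and -1.08 (standard errors 0.50 and 0.38, unadjusted p = 0.11 and 0.0125 from edgeR). The B cell gene *Fcrla*, an Fc receptor-like protein, was at -1.25 (standard error 0.44, unadjusted p = 0.0119 from edgeR), and -0.57 without Hp 2. Of the other 12 genes that the paper names for this experiment (*Rab44*, *Gsdmc4*, *Spib*, *Ang4*, *Apoc3*, *Dao*, *Greb1*, *Ephx1*, *Ces1d*, *Prrx1*, *St3gal1* and *Kcns3*), log2 fold changes ran from -0.40 to 0.22 (unadjusted p = 0.109 to 0.953 from edgeR). *Papss2*, which fell in infection, was at 0.88 (standard error 0.34, unadjusted p = 0.0226 from edgeR).

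Of the 39 gene lists, 12 passed camera at its preset correlation, while none passed with an estimated correlation (smallest adjusted p = 0.724) and none with fry. In 4 lists the call held without each of the 15 libraries in turn. Proliferation genes were lower, with a median of -0.23 (camera, adjusted p = 2.0e-09) and 19 of 19 below 0, among them *Top2a*, a topoisomerase, and *Mki67*, a marker of dividing cells, at -0.43 and -0.36 (unadjusted p = 0.0079 and 0.0378 from edgeR). Mast cell genes had a median of -0.40 (camera, adjusted p = 5.8e-06), with 14 of 19 below 0. Tuft cell genes were higher, with a median of 0.27 (camera, adjusted p = 1.2e-08), and *Rgs13*, a regulator of G protein signalling, was at 0.58 (unadjusted p = 0.0236 from edgeR). Proximal small intestinal genes were higher, with a median of 0.52 (camera, adjusted p = 1.1e-04), where the position score was 2.06 ± 1.73 in Hp + PAC and 1.20 in Hp (exact permutation test, two-sided, p = 0.373), with 5.07 in the library Hp + PAC 1. The list of signalling from the IgE receptor had a median of 0.0070 (camera, adjusted p = 0.221). Terms of the Gene Ontology, tested after the data were seen, gave 0 up and 22 down of 1706 (camera). Those with the smallest p were chromosome segregation and DNA replication (camera, adjusted p = 1.4e-05 and 6.2e-05). With an estimated correlation the adjusted p was 0.993 for both (camera).

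The calls of the other 8 lists ended without single libraries, and between 8 (without Hp 2) and 17 (without Hp 5) lists passed when 1 library was left out. The B cell list, at a median of -0.98 (camera, adjusted p = 0.00147) with 5 genes lower when adjusted over the list alone, had a camera adjusted p of 0.298 without Hp 2. Respiratory electron transport, at -0.06 (camera, adjusted p = 1.1e-04), had an adjusted p of 0.15 without Hp + PAC 1. The red blood cell list, at -0.35 (camera, adjusted p = 0.00476), had an adjusted p of 0.13 without Hp + PAC 2, 0.0857 without Hp + PAC 3 and 0.0723 without Hp 1. The Paneth cell list, at -0.25 (camera, adjusted p = 0.0203), had an adjusted p of 0.678 without Hp + PAC 1, 0.288 without Hp 3, 0.323 without Hp 4 and 0.096 without Hp 5, the first of these in the other direction. Goblet cells, at 0.17 (camera, adjusted p = 0.00412), had an adjusted p of 0.222 without Hp + PAC 1, 0.169 without Hp + PAC 5, 0.481 without Hp 1 and 0.0579 without Hp 2. Cytotoxic lymphocytes, at 0.14 (camera, adjusted p = 0.00587), had an adjusted p of 0.118 without Hp + PAC 2, 0.114 without Hp + PAC 4, 0.123 without Hp 2 and 0.0995 without Hp 3. Stem cells, at 0.20 (camera, adjusted p = 0.00382), had an adjusted p of 0.165 without Hp + PAC 5 and 0.119 without Hp 1. Phase II conjugation, at 0.07 (camera, adjusted p = 0.00435), had an adjusted p of 0.157 without Hp + PAC 2, 0.15 without Hp + PAC 4, 0.0862 without Hp 2, 0.153 without Hp 3 and 0.511 without Hp 5. The other 27 lists had adjusted p values from 0.0879 to 0.947 (camera), but 16 of them passed without at least 1 single library. Phase I biotransformation, at -0.01 (camera, adjusted p = 0.135), passed upward at 7.3e-06 without Hp + PAC 1, 0.0209 without Hp + PAC 5, 4.1e-05 without Hp 1 and 1.2e-05 without Hp 4, at 0.00784 with the smooth muscle covariate and at 6.1e-05 with the position score (camera). Immediate early genes passed upward at 0.0237 without Hp + PAC 3, 0.00203 without Hp + PAC 4, 0.0436 without Hp + PAC 5, 0.0476 without Hp 3 and 0.0203 without Hp 5 (camera). Eosinophil genes did at 0.0237 without Hp + PAC 3, 0.0113 without Hp + PAC 4, 0.00236 without Hp 3 and 0.0203 without Hp 5 (camera). The other 13 passed without 1 to 3 libraries, smooth muscle genes downward without Hp 1 and upward without Hp 3 or Hp 5. Of the 27, 8 passed with the position score, chosen after the data were seen (camera).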

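The mean log2 CPM of the mast cell genes of Figure 1d (*Mcpt1*, *Mcpt2*, *Cma2*, *Cpa3*, *Ms4a2* and *Mcpt9*) was 3.52 ± 0.98 (SD, n = 5 mice) in Hp + PAC and 4.81 in Hp, a difference of -1.29 on the log2 scale. All 5 Hp + PAC mice were below the Hp mean and 3 of 5 were below every Hp mouse (exact permutation test, two-sided, p = 0.0476). The test ranks 252 arrangements of the 10 mice, and the genes were chosen by the study from these libraries. *Mcpt1* alone was at 7.44 ± 0.90 in Hp + PAC and 8.80 ± 0.84 in Hp (log2 CPM, SD, n = 5), a difference of -1.36 (exact permutation test, two-sided, p = 0.0476). Smooth muscle markers differed by 0.04 (exact permutation test, two-sided, n = 5, p = 0.913). Counts of *Mcpt1* ran from 1111 to 5154 in the Hp + PAC libraries and from 2601 to 13990 in the Hp libraries. Against Control mice, the same 6 genes were higher by 5.14 in Hp + PAC (exact permutation test, two-sided, n = 5, p = 0.00794).

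Without single libraries, the 6 mast cell genes of Figure 1d, Hp + PAC vs Hp, had a p above 0.05 in 7 of 10 cases, at 0.0794 without Hp 1, 0.103 without Hp 3, 0.0873 without Hp 4, 0.0794 without Hp 5, 0.0952 without Hp + PAC 1, 0.0952 without Hp + PAC 4 and 0.0873 without Hp + PAC 5 (exact permutation test), with differences from -1.62 (without Hp 2) to -0.96 (without Hp + PAC 1). For *Mcpt1*, Hp + PAC vs Hp, these cases were 0.0714 without Hp 1, 0.0952 without Hp 3, 0.0714 without Hp 4, 0.0714 without Hp 5, 0.0873 without Hp + PAC 1, 0.0873 without Hp + PAC 4 and 0.0794 without Hp + PAC 5 (exact permutation test), with differences from -1.70 (without Hp 2) to -1.05 (without Hp + PAC 1). With the position score as a covariate, chosen after the data were seen, the differences were -0.9999 for the 6 genes and -1.09 for *Mcpt1* (exact permutation test, p = 0.0952 for both). With replicate number as a block, p was 0.125 for both (exact permutation test).

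**Figure D2:**
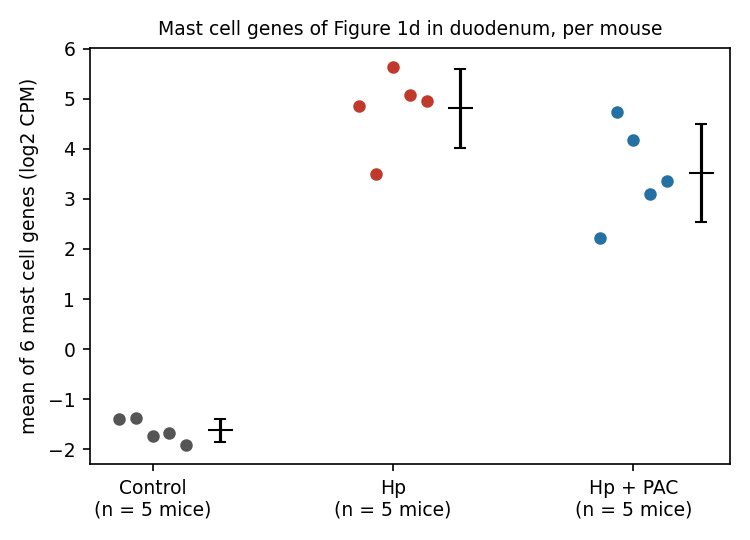
Mean log2 CPM of the 6 mast cell genes of Figure 1d (y axis) for each mouse (points) by group (x axis, 5 mice per group), with the group mean and SD. The group means are -1.63 in Control, 4.81 in Hp and 3.52 in Hp + PAC.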

Given the lack of statistical significance from RNA-Seq analysis, we verified the suppression of the mast cell response in several ways. qPCR confirmed that infection-induced upregulation of *Mcpt1* was significantly attenuated by PAC, and Mcpt1^+^ mast cells in the intestinal mucosa were significantly elevated by infection in infected control-fed mice but not in infected mice administered PAC (Figure 1e–f). However, we observed no significant effect of PAC on *H. polygyrus*-specific IgG1 levels in serum or worm burdens at day 14 p.i., (Figure 1g–h). Thus, in this model dietary PAC supplementation did not significantly enhance parasite-specific immunity, but rather tended to restrain mast cell responses induced by *H. polygyrus*, although worm counts remained unchanged.

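Over the whole mast cell list of 19 genes, the mean log2 CPM was 2.94 ± 0.49 (SD, n = 5 mice) in Hp + PAC and 3.50 ± 0.62 in Hp, a difference of -0.56 (exact permutation test, two-sided, p = 0.151). Members outside Figure 1d went both ways. *Mcpt4*, a protease of connective tissue mast cells, and *Cma1*, another chymase, had log2 fold changes of -0.86 and -1.11 (unadjusted p = 0.156 and 0.0907 from edgeR), and both may share reads with their cluster. *Tpsb2*, a tryptase, was at 0.62 (unadjusted p = 0.34 from edgeR). Single libraries moved these values, with -1.48 without Hp + PAC 2 and -0.47 without Hp 3 for *Mcpt4*. Those for *Tpsb2* were 0.14 without Hp + PAC 1 and 1.27 without Hp 3. In the comparison of Hp + PAC with Control, *Mcpt1* was higher by 7.31 on the log2 scale (standard error 0.57, adjusted p = 9.8e-06 from edgeR). The Hp libraries are in the same fit and enter its filter, scaling and dispersion. Worm counts, serum IgG1, qPCR and stained mast cells were not analysed here. From unchanged worm counts and IgG1 and lower mast cell readouts, the paper concludes that PAC did not significantly enhance immunity to the parasite in this model and tended to restrain mast cell responses.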

### Proanthocyanidins modulate caecal transcriptomic responses during Trichuris muris infection

To further investigate the effect of PAC intake on helminth-specific immune function, we utilized a second infection model, the cecal dwelling whipworm *T. muris*. We have previously shown that a trickle infection with low doses of *T. muris* eggs in SSD-fed mice leads to a mixed type-1 and type-2 immune response, which results in expulsion of the majority of the worms within 4–5 weeks but leaves a small residual adult worm burden, along with the development of sporadic colitis-like pathology.^31^ Thus, this infection regime is well-suited for testing whether PAC intake may affect the polarization of the naturally-induced anti-helminth immune response. Furthermore, the location of *T. muris* in the cecum, the main site of fermentation of diet-derived plant material in mice, may make this model particularly relevant for assessing interactions with dietary components, given that PAC consumption has been previously shown to modulate gene expression and gut barrier activity in the cecum and colon.^32,33^

Mice trickle infected with *T. muris* (3 doses of 20 eggs over 35 days), and uninfected controls, received oral administration of purified PAC from grape seed extract (300 mg/kg) 14 days prior to, and throughout, the infection period (Figure 2a). Interestingly, PAC intake decreased body weight gains relative to mice consuming only SSD (Supplementary Figure S2). Using RNA-Seq, we first characterized the transcriptional response in cecum tissue to *T. muris* infection alone. Relative to uninfected controls, *T. muris*-infected mice had altered the expression of more than 2000 genes (adjusted *p* < 0.05; Fold change ≥ 2). Similar to *H. polygyrus* infection, mast-cell related genes such as *Mcpt1* were strongly upregulated but were accompanied by pronounced upregulation of *Gzma*, *Ifng*, and *Nos2*, suggesting a mixed type-1/type-2 response (Figure 2b; Supplementary File 4). Consistent with this, gene pathways indicative of pro-inflammatory response (NK cell signaling, CD28 signaling) were strongly enriched, whilst metabolic pathways connected to hormone and peroxisome proliferator-activated receptor (PPAR) signaling were amongst the most suppressed (Figure 2c). Thus, *T. muris* trickle infection induced significant cecal inflammation and disruption of metabolic homeostasis in the gut.

**Figure 2.**
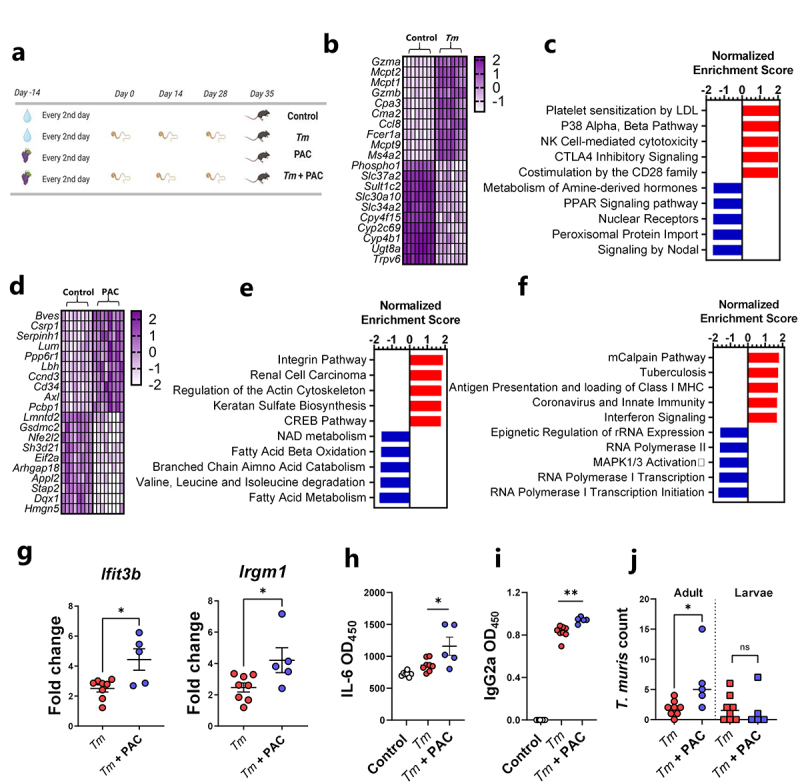
Proanthocyanidins modulate immune responses in Trichuris muris-infected mice.

As a first step in determining whether PAC intake could modulate this response, we first carried out a similar RNA-Seq approach to determine transcriptional responses in cecal tissue of uninfected mice fed PAC to establish a baseline profile of the effect of PAC administration. Most of the upregulated genes resulting from PAC intake (e.g. *Bves, Csrp1, Cd34*) were related to cell adhesion and differentiation, which was supported by the enrichment of gene pathways related to integrins, cell proliferation, and extracellular matrix remodeling (Actin, Keratan sulfate activity), consistent with known functions of PAC in stimulating epithelial cell growth^34^ (Figure 2d–e; Supplementary File 5). Interestingly, PAC intake was associated with down-regulation of *Nfe2l2*, encoding the transcription factor Nrf2, supporting a role in modulation of oxidative stress responses, as well as *Gsdmc2*, encoding the epithelial cell protein gasdermin-2 which may be involved with cell lysis and pyroptosis.^35^ Downregulated gene pathways were mainly related to metabolic function such as fatty acid metabolism, coherent with known roles of PAC in regulating lipid and bile acid metabolism.^36^ Thus, PAC intake, in the absence of infection, was associated with modulation of transcriptional pathways putatively associated with tissue remodeling and nutrient metabolism, suggesting that PAC has significant effects on the local mucosal environment in the large intestine.

Next, cecal tissues harvested from *T. muris-*infected mice administered PAC were compared to cecal tissues from mice infected with *T. muris* without PAC treatment. Notably, despite the differences in tissue type and infection dynamics we observed a similar picture to that observed with *H. polygyrus*. Specifically, only minor gene expression changes were induced by PAC, relative to water-dosed controls, with no genes being significantly changed after correction for multiple testing (Supplementary Figure S3; Supplementary File 6). However, when considering genes upregulated by PAC with unadjusted *p* values of < 0.005, it was again notable that some of these (e.g. *Ifit3b* and *Irgm1*) were related to a shift from a type-2 to a type-1 immune environment in the infected tissue (Supplementary Figure S3). Thus, we explored in greater detail if PAC modulated the host response to *T. muris*. First, we conducted gene-set enrichment analysis, which revealed significant (*q* < 0.05) up-regulation of several pathways related to either interferon production or immune responses toward viral or bacterial pathogens, in PAC-dosed mice during *T. muris* infection (Figure 2f). Next, we confirmed by qPCR that the expression of *Ifit3b* and *Irgm1*, both encoding proteins downstream of IFNγ production, was significantly increased in the cecal tissue of *T. muris*-infected mice fed PAC, relative to *T. muris* alone (Figure 2g). We then analyzed serum antibodies and cytokine production from mesenteric lymph node (MLN) cells. Infected mice fed PAC had significantly increased serum levels of *T. muris-*specific IgG2a, a marker of type-1 responses and parasite chronicity^29^ (Figure 2h). Whilst MLN cytokine secretion induced by *T. muris* antigen was largely similar between both groups (Supplementary Figure S4), we noted significantly higher IL-6 production in infected mice fed PAC (Figure 2i). Finally, adult worm burdens were significantly higher in PAC-treated mice, but larval and total worm burdens were not different (Figure 2j). To test further whether PAC could impair the ability of the host to expel *T. muris*, we employed a high-dose infection regime where mice were infected with a single dose of 300 *T. muris* eggs, which typically results in rapid clearance of the infection by day 21 p.i. Consistent with this, mice fed the SSD control diet had very few worms at day 21 following a high-dose infection. This ability to expel the infection was not impaired by concurrent PAC intake, and *T. muris*-specific IgG2a in serum was also not affected (Supplementary Figure S5). This suggests that the immunomodulatory effects of PAC are not sufficient to impair the ability of the host to remove the worms. Taken together, these data are consistent with the *H. polygyrus* model and indicate that PAC selectively modulates elements of the response elicited by parasitic infection, such as IL-6 production from MLN. Thus, despite PAC intake having seemingly beneficial effects on the mucosal barrier in uninfected mice, PAC intake during *T. muris* infection did not lower worm burdens and was instead associated with increased production of some pro-inflammatory elements of the immune response during trickle infection.

### Proanthocyanidins alter T cell populations in mesenteric lymph nodes in helminth-infected mice

The balance between differentiated intestinal T-cells during helminth infection may play a key role in determining the outcome of infection.^37^ To explore if the transcriptomic changes observed in mucosal gut tissues were accompanied by changes in T-cell populations, MLN were isolated from *H. polygyrus*-infected mice at day 14 p.i. and from *T. muris*-infected mice at day 35 p.i. to assess how these were altered by infection and/or PAC supplementation. Interestingly, PAC intake significantly increased the total number of cells in the MLN of both infection models, relative to infected mice which were not administered PAC (Figure 3a). PAC had no effect on the proportions of Th1 (Tbet^+^), Th2 (GATA3^+^) and Foxp3^+^ T-helper cells within the T-helper cell population (TCRβ^+^CD4^+^) in uninfected mice (data not shown). In *H. polygyrus*-infected mice, proportions of Th1 cells were not affected by PAC, but, interestingly, the proportion of Th2 cells was significantly increased (Figure 3b), in contrast to the mast cell data overserved previously. However, we also noted a strong tendency for the proportion of Treg cells to also be increased by PAC (Figure 3b). In contrast, PAC intake in *T. muris-*infected mice did not result in significant changes in the proportions of MLN T-cell subsets (Figure 3c). Thus, PAC supplementation had a stimulatory effect on lymphocyte proliferation in the MLN during helminth infection, and the relative expansion of different T-cell subsets was highly dependent on infection model.

**Figure 3.**
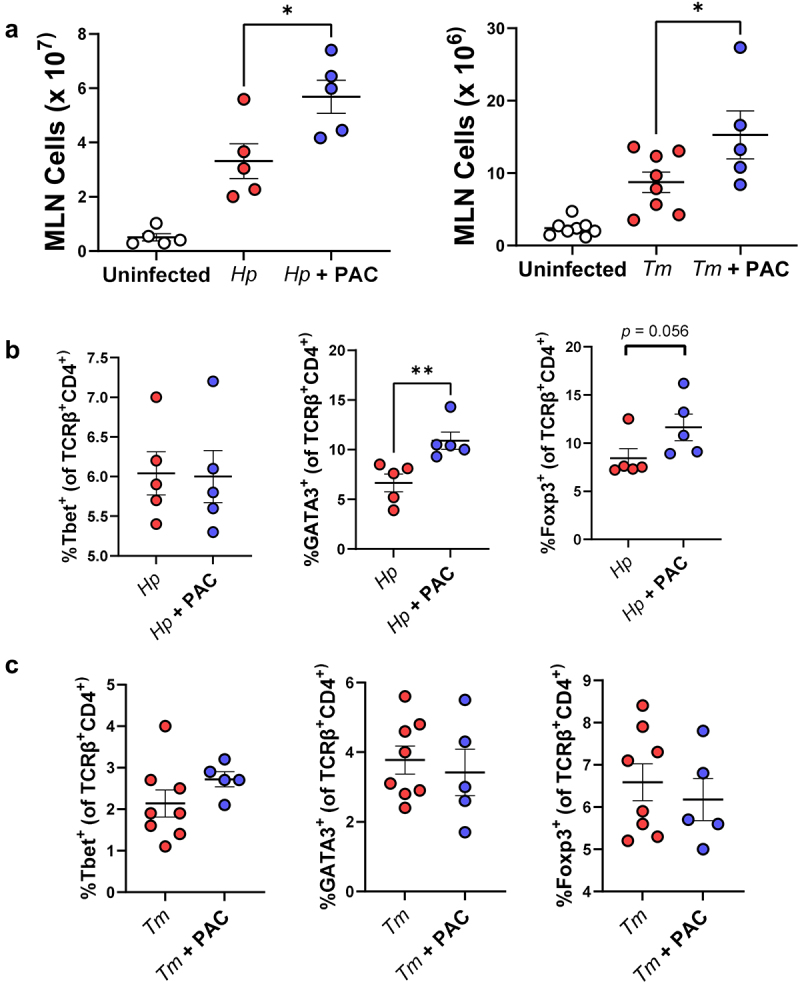
Proanthocyanidins alter T cell populations in the mesenteric lymph nodes in helminth-infected mice.

### Proanthocyanidins modulate immune responses during Trichuris muris infection more strongly with semi-synthetic diets than with chow

Previous studies have shown that inclusion of plant-derived oligosaccharides in SSD, but not unrefined mouse chow, can exacerbate colitis and inflammation,^38^ suggesting that basal diet may play a role in dictating how phytochemicals modulate gut inflammation. Given that PAC seemed to modulate the response to *T. muris* trickle infection in mice fed SSD, we explored if this was dependent on the dietary matrix that accompanied PAC administration. Mouse chow is a crude mixture containing many components including lignins, non-starch polysaccharides, and isoflavones. In contrast, SSD are essentially free of phytonutrients, containing mainly purified casein, starch, sucrose and cellulose (Supplementary Table S1). We thus hypothesized that the immunomodulatory effects of PAC would be more pronounced when administered together with SSD, than with mouse chow. Mice were trickle-infected with *T. muris* as above, and fed either chow or SSD, with or without 300 mg/kg purified PAC from grape seed extract every 2^nd^ day. In line with our previous results, mice dosed with PAC gained less weight, and this was most pronounced in the SSD-fed mice (Figure 4a). The pattern of worm burdens was similar to what we previously observed, although no significant differences were found. Strikingly, consistent with our recent observations,^31^ basal diet composition had a marked effect on *T. muris* burdens with a substantial increase in both adults and larvae in chow-fed mice, compared to SSD-fed mice (Figure 4b,c). There was also a significant increase in MLN cells in chow-fed mice compared to SSD-fed mice (Figure 4d). PAC administration did not significantly change the proportions of Th1 cells in the MLN compared to controls but did reduce the proportion of Th2 cells, most prominently in the SSD-fed mice (*p* = 0.06 for interaction between diet and infection; Figure 4e,f). Thus, there was a significantly skewed Th1:Th2 ratio in SSD-fed mice (*p* < 0.05 for interaction between basal diet and PAC intake; Figure 4g). IgG2a levels were also markedly affected by basal diet, with higher levels in chow-fed mice, correlating with worm burden, with no significant effect of PAC (Figure 4h). Finally, we quantified *T. muris* antigen-induced IL-6 secretion in MLN cells and found increased levels in PAC-dosed mice, but again only when fed SSD and not chow (*p* < 0.05 for interaction between basal diet and PAC intake; Figure 4i). Collectively, these data demonstrate that basal diet composition has a substantial effect on worm burden and immune responses, and that modulation of T-cell responses and IL-6 production in MLN during *T. muris* infection is more strongly influenced by PAC when mice are fed SSD than chow.

**Figure 4.**
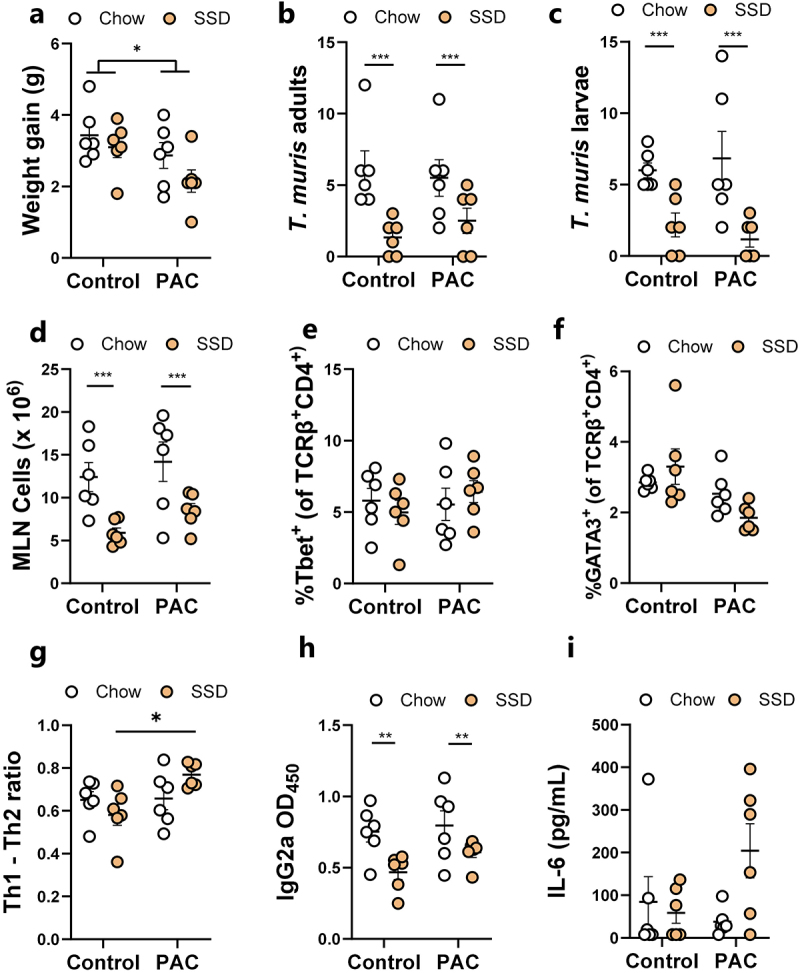
Effects of proanthocyanidins during Trichuris muris infection in mice fed either chow or semi-synthetic diets.

### Proanthocyanidins and helminths interact to change gut microbiota composition

We next assessed if PAC intake and/or helminth infection influenced GM composition. In the *H. polygyrus* infection model, PAC intake significantly increased α-diversity in the cecal microbiota based on the number of observed zOTUs, but not on Shannon diversity index, whilst *H. polygyrus* infection had no effect on these measures (Figure 5a). Pairwise PERMANOVA analysis assessing cecal microbiota compositional differences (Bray-Curtis dissimilarity based) revealed a clear interaction between *H. polygyrus* infection and PAC intake, whereby the effect of PAC was modulated by concurrent infection. In uninfected mice, the cecal microbiome composition was significantly different in mice fed PAC relative to the control diet (adjusted *p* < 0.05; Figure 5b). In contrast, PAC had no effect in *H. polygyrus*-infected mice (adjusted *p* > 0.05), indicating that infection abrogated the effects of PAC intake on the cecal microbiome composition. In contrast, regardless of PAC intake, *H. polygyrus* infection resulted in significant changes in the cecal microbiome composition relative to uninfected mice, (adjusted *p* < 0.05; Figure 5b). Pairwise DESeq2 analysis identified 10 and 12 species that were impacted by *H. polygyrus* infection in control- and PAC-dosed mice, respectively (Supplementary Figure S6). Similar to previous studies,^39,40^ the major change induced by *H. polygyrus* was an increase in lactobacilli, predominately *Lactobacillus johnsonii*, and *Bifidobacterium animalis* subsp. *lactis (p* < 0.05 for main effect of infection by two-way ANOVA; Figure 5c). In uninfected mice, PAC intake resulted in three differentially abundant taxa by DESeq2, these being a reduction in the relative abundance of *Ligilactobacillus animalis* and increases within unclassified members of the *Gordonibacter* and *Corynebacterium* members (Supplementary Figure S5). Moreover, PAC intake tended to increase (adjusted *p* = 0.06 by DESeq2) the abundance of *Turicibacter sanguinis*, a bacterium associated with altered fat digestion and reduced triglyceride levels,^41^ consistent with reported effects of PAC-rich diets on lipid metabolism.^42^ However, these effects of PAC were strongly influenced by concurrent *H. polygyrus* infection, with relative *L. animalis* abundance not affected by PAC in infected mice (Figure 5c). Moreover, infection strongly suppressed *T. sanguinis* abundance and completely abrogated the PAC-induced increase in *T. sanguinis*. Indeed, within *H. polygyrus*-infected mice, *T. sanguinis* relative abundance was significantly lower in PAC-dosed mice (*p* < 0.05 for interaction between diet and infection by two-way ANOVA; Figure 5c). Collectively, these data indicate that PAC-induced changes in GM composition were attenuated by concurrent *H. polygyrus* infection.

**Figure 5.**
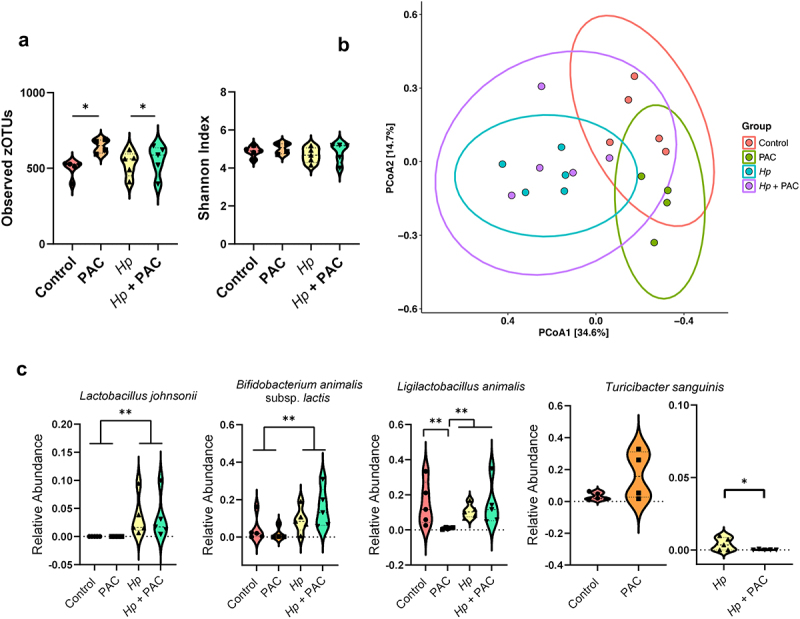
Impact of Heligmosomoides polygyrus (Hp) infection and proanthocyanidins (PAC) on the host cecal microbiota.

In fecal samples of *T. muris*-infected mice (35 days post-infection), infection had the strongest effect on GM composition. Infected mice had significantly lower α-diversity (both in terms of observed zOTUs and Shannon index metrics), whilst PAC had no effect (Figure 6a). The fecal microbiome compositions of infected mice tended to diverge from uninfected mice, regardless of PAC intake (adjusted *p* = 0.08 for effect of infection in both control-fed and PAC-fed mice by pairwise PERMANOVA on Bray-Curtis dissimilarity metrics; Figure 6b). DESeq2 analysis indicated that infection changed the abundance of 15 and 17 species in control and PAC-dosed mice, respectively (Supplementary Figure S7). Notably, when comparing the overall effect of infection (irrespective of PAC intake) there was a significant increase in *Li. animalis* abundance, consistent with previous studies showing an expansion in lactobacilli in mice with a chronic *T. muris* infection.^43^ We did not observe a significant effect of PAC on fecal GM composition (adjusted *p* = 0.3 by pairwise PERMANOVA on Bray-Curtis dissimilarity metrics), in contrast to the *H. polygyrus* experiments, which may relate to the differences in samples analyzed (cecum vs. feces) or the length of study (28 vs 49 days). Despite this, we once more noted a non-significant trend for a relative enrichment of *T. sanguinis* in uninfected, PAC-dosed mice (Figure 6c) despite a significant reduction in PAC-dosed mice during *T. muris* infection, again suggesting that infection abrogated the effects of PAC as was observed also for *H. polygyrus* infection (*p* = 0.05 for interaction between diet and infection by two-way ANOVA; Figure 6c). Interestingly, we also found that the combination of PAC and *T. muris* infection led to the expansion of zOTUs corresponding to the *Escherichia fergusonii* which was absent in all other treatment groups (*p* < 0.01 for interaction between diet and infection by two-way ANOVA; Figure 6c). Given that the expansion of the *Escherichia* genus in the mouse GM is often indicative of a dysbiotic GM,^44^ our data suggest that the intake of PAC together with SSD may be a risk factor for *T. muris*–induced dysbiosis compared to SSD consumption alone. Of note, this is consistent with some of our immunological data (e.g. IL-6 production), suggesting that the administration of PAC to SSD-fed, *T. muris*-infected mice may increase parameters associated with inflammation. Collectively, these data indicate that significant interactions exist between gut parasites and dietary PAC on GM composition.

**Figure 6.**
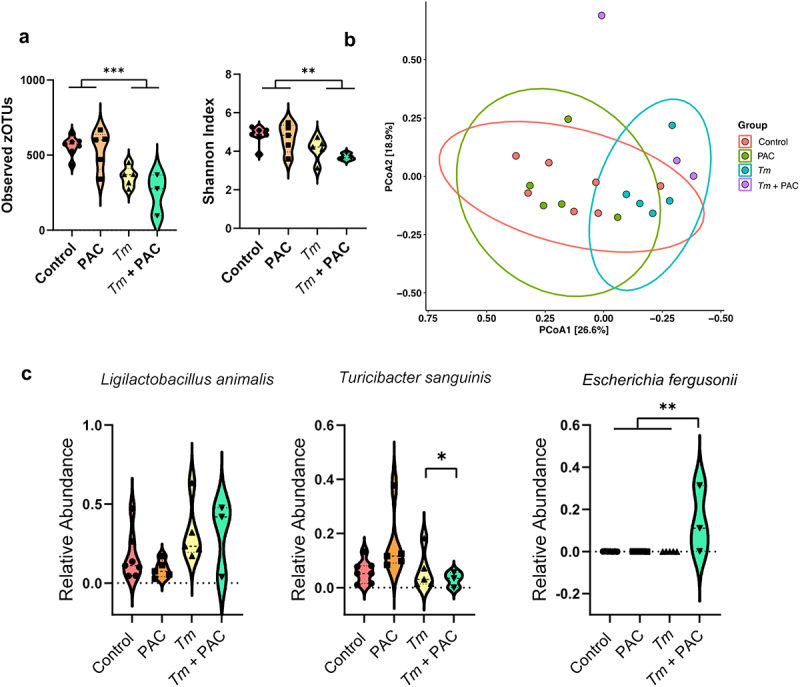
Impact of Trichuris muris (Tm) infection and proanthocyanidins (PAC) on the host fecal microbiota.

#### Trichuris muris infection changes the profile of microbial metabolites derived from proanthocyanidins

Given that helminth infection appeared to influence how the GM responded to PAC supplementation, we next assessed how *T. muris* and PAC may interact to influence the production of GM-derived metabolites. To this end, fecal samples of uninfected and *T. muris-*infected mice administered PAC were analyzed for short chain fatty acid (SCFA) concentrations. We observed significant interactions (*p* < 0.05) between PAC intake and infection for acetic acid, propionic acid, and total SCFA. These interactions reflected a generally higher level of SCFA in either uninfected PAC-dosed mice or *T. muris*-infected control mice, but a lower level in the combinatorial group of PAC-dosed *T. muris*-infected mice (Figure 7a). Thus, whilst both treatments in isolation promoted SCFA production, instead of an additive effect we detected an antagonistic trend. Butyric acid followed the same trend but was not significant (Figure 7a).

**Figure 7.**
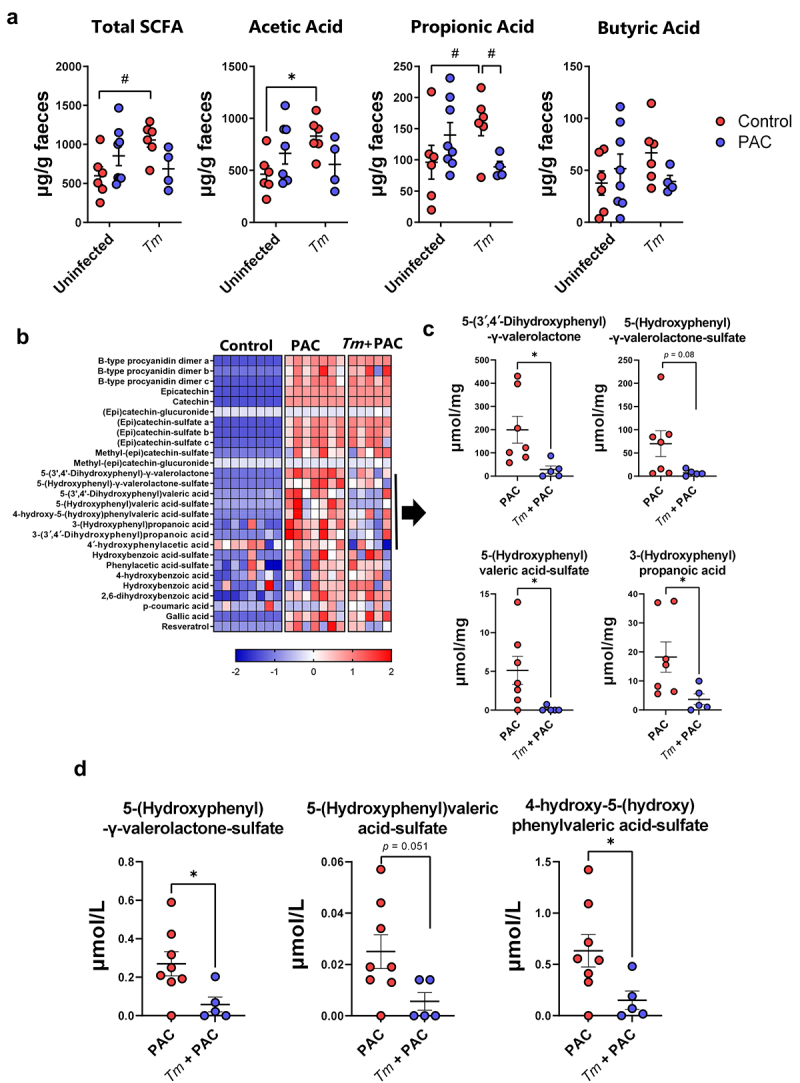
Short chain fatty acids and identification of proanthocyanidin metabolites in Trichuris muris infected mice.

Several studies have shown that absorption of PAC in the small intestinal is minimal, while they are readily metabolized by the residing GM in the large intestine. Accordingly, PAC-derived phenolic metabolites such as phenyl-γ-valerolactones have been proposed to play a role in their putative health benefits, such as improved vascular function.^45,46^ Therefore, we used targeted metabolomics to examine whether phenolic metabolites produced from the breakdown of PAC were altered during *T. muris* infection, by quantifying the abundance of a panel of PAC-derived metabolites in the cecum of uninfected and *T. muris*-infected mice dosed with PAC. As expected, PAC supplementation resulted in substantial increases of these metabolites in the cecum, compared to control-fed mice. Most of the metabolites were similar in both groups of mice that received PAC supplementation, regardless of infection (Figure 7b). However, we identified a cluster of related metabolites where abundance was reduced in infected mice. These were mostly phenyl-γ-valerolactones and phenylvaleric acid derivatives including 5-(3′,4′-dihydroxyphenyl)-γ-valerolactone, 5-(hydroxyphenyl)-γ-valerolactone-sulfate, 5-(hydroxyphenyl)valeric acid-sulfate, and 3-(hydroxyphenyl)propionic acid (Figure 7c). Moreover, the serum concentration of 5-(hydroxyphenyl)-γ-valerolactone-sulfate and 4-hydroxy-5-(hydroxyphenyl)valeric acid-sulfate were also significantly reduced in infected mice dosed with PAC (Figure 7d). 3-(Hydroxyphenyl)propionic acid and 5-(3′,4′-dihydroxyphenyl)-γ-valerolactone were not detected in the serum in any of the treatment groups (data not shown). Thus, both *T. muris* and PAC supplementation in isolation appeared to have positive effects on the production of microbial-derived metabolites in the gut, but concurrent infection and PAC intake attenuated both SCFA levels and the production and absorption of phenyl-γ-valerolactones, suggestive of an antagonistic interaction that may have a negative effect on tissue homeostasis and intestinal health.

## Discussion

Whilst the immunomodulatory effects of parasites have been extensively demonstrated in previous studies, our understanding of the interactions between infection and bioactive dietary components remains limited.^47,48^ Similarly, despite numerous investigations into the impact of helminth infection on the GM, diet-parasite interactions and their effects on gut health are largely unexplored.^39,49,50^ Several studies have demonstrated strong anti-inflammatory properties of PAC, which have also been shown to be advantageous for gut health by supporting mucosal barrier function.^6,51^ Moreover, PAC may alter the bacterial flora of the intestinal tract and thereby indirectly stimulate gut-associated lymphoid tissues, thus modulating *T*- or B-cell mediated immune responses.^52–56^

Based on these known anti-inflammatory and immunomodulatory properties, we hypothesized that PAC may reduce helminth-induced inflammation by either enhancing the diversity and composition of the GM, or by directly stimulating mucosal immune cells. Both infection models clearly showed a higher number of MLN cells in infected mice dosed with PAC, which suggests a strong effect of PAC on immune reactivity and lymphocyte proliferation. However, we found inconsistent effects of PAC on the immune polarization during *H. polygyrus* infection, but a clear trend for increased production of pro-inflammatory components, such as IL-6 and genes downstream of interferon signaling, in the immune response of PAC-treated mice during *T. muris* infection. The differences between the models may relate to the duration of the experiments, the different tissue location of the two parasites, or perhaps intrinsic differences in the host-parasite relationships. However, it was notable that, in the absence of infection, PAC had a much stronger effect on the cecal transcriptional response than the small intestinal response, which may suggest that the large intestine is more responsive to plant-derived phytochemicals such as polyphenols.

As PAC are known to be metabolized in the large intestines, we sought to identify which PAC metabolites were present in the cecum. As expected, several PAC metabolites were identified in PAC-treated mice. However, significantly fewer metabolites were found in *T. muris* infected mice dosed with PAC, including valerolactones. This may be closely related to the changes in the GM composition induced by helminth infection, which may alter PAC metabolism efficiency. Another suggestion could be that PAC metabolites are more easily absorbed in the gut, due to the increased permeability and disruption of the gut mucosal barrier caused by the helminth infections. However, the serum concentration of valerolactones was also significantly lower in infected mice, suggesting that impaired production of these metabolites by the GM seems most plausible.

We found that PAC had subtle changes on the mouse GM, with a consistent feature the enrichment of the *Turicibacter* genus, of which *T. sanguinis* is the most well-characterized species. *T. sanguinis* is a strictly anaerobic bacterium that may play a role in modulating host lipid metabolism and host body weight.^57^ However, concurrent infection with either *H. polygyrus* or *T. muris* substantially suppressed *T. sanguinis* abundance, suggesting a strong modifying effect of infection on PAC-induced changes in the GM composition and function, consistent with the suppressive effect of *T. muris* on PAC-derived metabolites. Interestingly, we also found the expansion of bacteria form the *Escherichia* genus in PAC-dosed mice infected with *T. muris*, but not *T. muris* fed SSD alone. This agrees with our recent data showing that fortification of SSD with inulin (a prebiotic oligosaccharide) also enables a pronounced dysbiosis in *T. muris*-infected mice (characterized by high *Escherichia* spp. abundance), whereas infected mice fed SSD alone had only minor GM changes and no *Escherichia* spp. expansion.^31^ Overall, our results suggest an inter-relationship whereby helminth infection may abrogate PAC-induced changes in the GM, and PAC intake may enable some aspects of helminth-induced dysbiosis. This interaction between gut parasites and phytonutrient intake may have important implications for the assessment of the health-promoting effects of dietary additives where enteric infections may be present.

Semi-synthetic diets resemble Western-style diets that lack crude fibrous plant components such as pectin, lignin, and (poly)phenols. The consumption of such diets also often contains elevated levels of fat and simple sugars and is associated with the development of diseases such as obesity and colitis. It has been shown that incorporation of plant-derived fibers or phytochemicals such as PAC into refined, high fat diets can be protective against disease in mice.^34,58^ However, the inclusion of high levels of fermentable fibers in refined diets has been shown to also have some detrimental effects, such as worsening of acute inflammation deriving from colitis induced by chemicals (DSS)^38^ or infectious agents (*C. rodentium*).^59^ Notably, we have recently shown that high levels of dietary inulin also impaired immunity to *T. muris*, with higher worm burdens and a Th1 driven immune response, indicating an important context-dependent immunological effect of fermentable fiber.^60^ Together with our current results, this suggests that caution must be exercised when fortifying refined diets with high levels of phytochemicals during active enteric inflammation or infection. Indeed, mouse chow, which contains a high level of crude, unrefined plant fiber, also substantially increased *T. muris* burdens relative to purified diets, suggesting a continuum whereby increasing the concentration of prebiotic substrates progressively increases susceptibility to parasites. Thus, whilst the well-known health benefits of PAC or other plant fibers are clear, their immunomodulatory effects may differ according to context.

Overall, it can be speculated that diets containing little plant material or fermentable fibers seem to promote resistance to parasite infection in mice, whilst feeding unrefined chow or the addition of purified fibers such as inulin or pectin to SSD progressively down-regulates type-2 immunity to *T. muris* infection and instead promotes more of a type-1 immune response characterized by interferon production.^31,61^ Thus, the production of hitherto undefined GM-derived metabolites likely shapes the propensity of immune cells to diverge away from type-2 functionality to either type-1 or T-regulatory responses, which may, in some cases, predispose to enteric infections and dysbiosis. In this current work, we have additionally demonstrated that the addition of the phytochemical PAC to SSD-based diets also tends to increase gene pathways related to interferon production in cecal tissue, and cause the expansion of pathobionts in the GM during *T. muris* infection. Thus, while our results and others clearly indicate that even if PAC and other phytonutrients have demonstrated beneficial health effects in the absence of gut pathogens, further studies should aim at unraveling the immunological mechanisms underlying this complex relationship between diet and immune function during infection with gastrointestinal parasites.

## Material and methods

### Proanthocyanidins

PAC derived from grape (*Vitus vinifera)* consisting of a mixture of oligomers and polymers were used for all experiments. For *H. polygyrus* experiments, PAC were derived from grape pomace and obtained by series of extraction and sephadex separation LH-20 gel chromatography as described previously.^62^ The PAC had a mean degree of polymerization of 7.5. PAC used for the *T. muris* study were a commercial preparation derived from grape seed (Bulk Powders, Denmark), with a mean degree of polymerization of 4.2. Purity of both preparations was > 95% as determined by LC-DAD-MS and LC-DAD-MS/MS analyses.^63^

### Parasites

*H.* *polygyrus* and *T.* *muris* were propagated, and excretory/secretory (E/S) antigens produced, as described previously.^60,64^

### Mouse experiments

6-week-old C57/BL6 female mice were used in all experiments. Mice were fed a purified, semi-synthetic control diet (E15051–04, Ssniff, Germany, composition in Supplementary Table S1) throughout the entire study period, or, where indicated, standard rodent chow (D30, SAFE, France). All mice were given 1 week acclimatization, were monitored daily and weighed once a week. The mice were subjected to a 12 h light/dark cycle (6:00 a.m. to 6:00 p.m.) with *ad libitum* access to water and food, and randomly assigned to treatment groups. For *H. polygyrus* experiments, mice were orally gavaged on alternate days for 4 weeks with either PAC dissolved in sterile water (200 mg/kg BW, PAC, or *H. polygyrus +* PAC groups) or water (control and *H. polygyrus* groups). Mice were infected with *H. polygyrus* (200 third-stage larvae/mouse in 200 µl water) on day 14 and were humanely euthanized on day 28 (i.e., 14 days p.i.). For *T. muris* experiments, all mice were orally gavaged on alternate days for 7 weeks with either PAC (300 mg/kg body weight, PAC and *T. muris* + PAC groups) or water only (control and *T. muris* groups). After 2 weeks of PAC treatment, the appropriate treatment groups were infected with 20 eggs of *T. muris* on day 0, 14 and 28 to establish naturally occurring chronic infection,^65^ before termination at day 35 post-first infection. Alternatively, mice were given a single dose of 300 *T. muris* eggs and killed at day 21 post-infection. All mice were humanely euthanized by cervical dislocation.

#### Sample collection

Fecal samples and blood were collected at necropsy. Separated serum was stored at −20°C until use. After sacrifice, the MLN were dissected and stored on ice in 10% fetal calf serum (FCS)-supplemented RPMI 1640 media (complete media) until further processing for flow cytometry. Cecal contents were harvested and cooled immediately on ice and stored at − 80°C until used for extraction. Tissue samples from the duodenum of *H. polygyrus* infected mice, and the cecal tip of *T. muris* infected mice, were collected and stored in RNA later. Full-thickness duodenum samples were collected from *H. polygyrus*-infected mice for histology. Histology samples were longitudinally opened, gently rinsed with PBS, and stored in 4% paraformaldehyde until further processing. Worm burdens were assessed by manual enumeration under a stereomicroscope.

### Immunohistochemistry

Samples stored in 4% paraformaldehyde were embedded in paraffin blocks, sectioned, and mounted on glass slides. Mcpt1-positive mast cells were stained in paraffin-embedded sections, which were de-waxed, and antigen retrieval was performed with citrate buffer. Tissue sections were incubated with rat anti-mouse primary monoclonal mast cell protease-1 (MCPT-1) Ab (1:100, clone RF6.1; Thermo Fisher Scientific), followed by secondary staining with biotinylated rabbit anti-rat IgG (Abcam). Mcpt1^+^ cells were manually enumerated by a microscopist blinded to the treatment groups.

### Isolation of mesenteric lymph node cells

MLN were carefully dissected and trimmed of fat. Single cell suspensions were prepared by passing through a 70 μM cell strainer. Afterwards, the cell suspension was centrifuged at 450**g** for 5 min at room temperature. Cell counts and viability were assessed manually using a haematocytometer and trypan blue staining.

### Flow cytometry, ex vivo cell stimulation and cytokine analysis

MLN cell suspensions were incubated with Fc-block (anti-CD16/CD32, BD Biosciences, cat no. 553142) followed by staining with antibodies against surface and intranuclear markers. Cells were kept at 4°C throughout the staining procedure. Cell surface markers were stained for 20 min using an antibody cocktail containing; FITC-conjugated hamster anti-mouse TCRβ (clone H57–597; BD Biosciences, cat no. 553171), and PerCP-Cy5.5-conjugated rat anti-CD4 (RM4–5; BD Biosciences cat no.550954). For intranuclear (GATA-3 and T-bet) staining, FoxP3/Transcription Factor staining buffer (eBiosciences, 00-5523-00) was used according to manufacturer’s instructions. Fixed/permeabilized cells were incubated for 30 min on ice with: Alexa Fluor® 647-conjugated mouse anti-mouse T-bet (4B10; BD Biosciences cat no. 561264), PE-conjugated rat anti-mouse GATA3 (TWAJ; Thermo Fisher Scientific cat no. 12-9966-42), FITC-conjugated rat anti-mouse FoxP3 (FJK-16s; Thermo Fisher Scientific cat no. 11-5773-82). Cells were analyzed on an BD Accuri C6 flow cytometer (BD Biosciences). All data were acquired and analyzed using Accuri CFlow Plus software (Accuri® Cytometers Inc.). Gating strategy is shown in Supplementary Figure 8.

For cytokine analysis, MLN cells were plated in triplicate into 96-well cell culture plates at the density of 5.0 × 10^6^ cells/mL in complete media and stimulated with *T. muris* E/S antigens (50 µg/mL) or PBS. Cells were incubated at 37°C/5% CO_2_ and cell-free supernatants were harvested after 24 h and stored at −20°C for subsequent analyses. Secreted cytokines were measured using a BD Th1/Th2/Th17 cytometric bead array (CBA) kit (BD Biosciences cat no. 560485) according to manufacturer’s instructions. Samples were processed on a BD Accuri C6 flow cytometer (BD Biosciences), with data acquired using Accuri CFlow Plus software (Accuri® Cytometers Inc., MI, USA). In addition, IL-6 production decipted in Figure 4 was assessed by ELISA (Mouse IL-6 DuoSet, R and D Systems, UK).

### Enzyme-linked immunosorbent assay

*T. muris* E/S-specific antibodies were measured from diluted (1:50) serum using a previously described ELISA protocol.^60^ The antibodies employed for ELISA were biotin-conjugated rat anti-mouse IgG2a (clone R19-5, BD Biosciences, Denmark cat no. 550332) and anti-mouse IgG conjugated to horseradish peroxidase (HRP; Bio-Rad, Germany cat no. 1706516). Absorbance was measured at an optical density of 450 nm with a Multiskan FC plate reader (Waltham, MA, USA). *H. polygyrus* E/S-specific IgG1 was detected using goat anti-mouse IgG1-HRP conjugate (Invitrogen, cat no. A10551).

### RNA extraction, RNA-sequencing, and qPCR

Tissue was mechanically homogenized in QIAzol lysis buffer using a gentleMACS™ dissociator (Miltenyi Biotec, Germany) and total RNA was isolated using miRNeasy Mini Kits (Qiagen, CA, USA) as per manufacturer’s instructions. Total RNA concentrations were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DE, USA). Paired-end (100 bp) RNA-sequencing was carried out using the DNBSEQ sequencing platform (BGI, Copenhagen, Denmark). Clean reads were mapped to the mouse genome (mm10) using Bowtie2 (v2.2.5). Differentially expressed genes were detected using DEseq2.^66^ cDNA was synthesized from 500 ng of RNA using Quantitect Reverse Transcriptase kits (Qiagen), and qPCR was performed using perfeCTa SYBR green fastmix (Quanta Bioscience) using the following program: 95°C for 2 min followed by 40 cycles of 15 s at 95°C and 20 s at 60°C. Primer sequences are listed in Supplementary Table S2.

### Short chain fatty acids and proanthocyanidin metabolites analysis

SCFA were measured by GC-FID using the same methodology as described by Choi et al.,^67^ whilst PAC metabolites were analyzed using UHPLC-QToF using previous described methods. For PAC metabolites analysis, sample preparation of plasma was done according to the protocol of Dudonné et al.^68^ For the cecum, samples were freeze-dried before being extracted with 25 µL per mg of dry matter of methanol:water (50:50 v/v) spiked with 0.5 ppm of 4-hydroxybenzoic acid-d_4_. Samples were homogenenized for 2 min with a Bead Rupter12 (Omni International, Kennesaw, GA, USA), vortexed during 5 min, sonicated for 30 min at room temperature and re-vortexed during 5 min. Before injection, samples were centrifuged at 18 000 g during 30 min at 4°C before being filtered through a 0.22 µm Nylon filter. PAC metabolites analysis was carried out with an Acquity I-Class UHPLC coupled with a Synapt G2-Si (Waters, Milford, MA) using the UHPLC-QToF method from Lessard-Lord et al.^69^ PAC and (epi)catechin derivatives were quantified as epicatechin equivalent and PAC metabolites as 5-(3′,4′-dihydroxyphenyl)-γ-valerolactone equivalent, while gallic acid was quantified with its own standard.

## Microbiota analysis

### DNA extraction and amplification of the 16S rRNA gene V3 region

DNA was extracted from 100 mg cecal content (*H. polygyrus* study) and fecal samples (*T. muris* study) using the Bead-Beat Micro AX Gravity kit (A&A Biotechnology, Poland) as per manufacturer’s instructions with the addition of mutanolysin and lysozyme to enhance the bacteria lysis yield. The concentration of DNA was assessed utilizing the Qubit® dsDNA HS Assay Kit (Life Technologies, CA, USA) and measurement was taken using the Varioskan Flash Multimode Reader (Thermo Fisher Scientific, MA, USA). Library was prepared through a two-step PCR process. In the initial PCR step, the 16S rRNA gene V3 region was amplified using the Nextera Index Kit (Illumina, CA, USA) compatible forward primer nxt388_F:(5'-TCGTCGGCAG CGTCAGATGT GTATAAGAGA CAGACWCCTA CGGGWGGCAGCAG-3') and reverse primer nxt518_R:(5'-GTCTCGTGGG CTCGGAGATG TGTATAAGAG ACAGATTACC GCGGCTGCTGG-3'). This step utilized a final reaction volume of 25 μl/sample, incorporating 5 μl of 5 × PCRBIO HiFi buffer (PCR Biosystems^©^, UK), 0.25 μl of PCRBIO HiFi Polymerase (PCR Biosystems^©^, UK), 0.5 μl of primer mix (10 μM, nxt_388_F and nxt_518_R), 5 μl of genomic DNA (5ng/μl), and was adjusted to 25 μl with nuclease-free water. Reaction conditions included an initial denaturation at 95°C for 2 min, followed by 33 cycles of: 95°C for 15 seconds, 55°C for 15 seconds and 72°C for 20 seconds, and a final extension step at 72°C for 4 min. A second PCR step was conducted, involving 5 μl of 5 × PCRBIO HiFi buffer (PCR Biosystems^©^, UK), 0.25 μl of PCRBIO HiFi Polymerase (PCR Biosystems^©^, UK), 2 μl of each P5 and P7 primer (Nextera Index Kit, Illumina, CA, USA), 2 μl of initial PCR product, and additional nuclease-free water to make up a total volume of 25 μl. Reaction parameters of PCR2 consisted of an initial denaturation at 95°C for 1 min, followed by 13 cycles of: 95°C for 15 s, 55°C for 15 s and 72°C for 15 s, and a final extension step at 72°C for 5 min. The second PCR products were cleaned up using SpeedBeads™ magnetic carboxylate (obtained from Sigma Aldrich). Cleaned PCR2 products were quantified using Qubit® dsDNA HS Assay Kit (Life Technologies, CA, USA) and then mixed equimolarly. High-throughput sequencing of 16S rRNA gene amplicon (V3 region) was done, using a NextSeq550 platform (Illumina, San Diego, CA, USA) with the Mid Output Kit v2 (300 cycles), to determine the bacterial composition of cecal and fecal contents.

### Data processing and analysis

The merging and trimming of raw dataset containing pair-ended reads with corresponding quality scores were carried out using *fastq_mergepairs* and *fastq_filter* scripts implemented in the VSEARCH pipeline^70^ utilizing the specified settings: -fastq_minovlen 100, -fastq_maxee 2.0 -fastq_truncqual 4 -fastq_minlen 150. Removal of chimeric reads from dataset and constructing zero-radius operational taxonomical units (zOTUs) were performed by using UNOISE3 in VSEARCH pipeline. The Greengenes (13.8)^71^ 16S rRNA gene collection was used as a reference database and taxonomical assignments were obtained by using SINTAX^72^ for the 16S rRNA gene database.

zOTUs belonging to bacteria assigned at phylum level was included in analysis. Unassigned taxonomy names at any levels lower than phylum were adjusted to be termed as “Unclassified *lowest taxonomy name*”. zOTUs mapped to *Cyanobacteria*/Chloroplast were excluded prior to the analysis. The taxonomy names of zOTUs previously belonging to the genus *Lactobacillus* were updated manually following the announcement of Zheng et al.^73^

The analysis and visualization of data from the two studies conducted for each infection model were performed independently in RStudio using R version 4.2.1 and R packages phyloseq,^74^ DESeq2,^66^ tidyverse,^75^ reshape2,^76^ pheatmap,^77^ and RColorbrewer.^78^ Alpha and beta diversity analyses were performed on rarefied data (7000 reads/sample). Alpha diversity was assessed by observed zOTUs and Shannon Index metrics, while beta diversity was evaluated through principal coordinates analysis (PCoA) with Bray – Curtis dissimilarity metrics. A DESeq2 analysis was conducted to determine species level differentially abundant bacteria between treatments and DESeq2-based heatmap was plotted to show significantly differentially abundant bacteria with an adjusted *p* value below a threshold of 0.05. In addition, within each study, bar plots were drawn to show how the relative abundance of selected bacteria identified by DESeq2 changed among some of the treatment groups.

For beta diversity, pairwise comparisons between treatment groups within each study were conducted by using permutation MANOVAs on a distance matrix with Holm *p* value adjustment method using the *pairwise.perm.manova* function available in R RVAideMemoire package.^79^ In DESeq2 analysis, *p* values attained by the Wald test were corrected by using the Benjamini and Hochberg method by default, and adjusted *p* value threshold of below 0.05 was considered as significant.

## Statistical analysis

Statistical analyses were performed in Prism 8.0.2 (GraphPad Software). Assumptions of normality were checked through Shapiro-Wilk tests, or inspection of histogram plots and Kolmogorov-Smirnov tests of ANOVA residuals. Parametric data were analyzed using unpaired t-tests, or ANOVA followed by Tukey post-hoc testing, and presented as means ± S.E.M. Non-parametric data were analyzed using Mann-Whitney tests or Kruskal-Wallis and Dunn’s post hoc tests, and results presented as median values. Details of each experiment are given in the appropriate figure legends.

## Supplementary Material

Supplemental Material

## Data Availability

RNA sequence data from cecum and duodenum are deposited at the NCBI Gene Expression Omnibus (GEO: Accession numbers GSE174756 and GSE176182). The raw 16S rRNA sequencing data can be accessed at Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra) using the accession number PRJNA1044063.

How the deposited data were processed for this re-analysis (not part of the article)

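Duodenal RNA of 15 female C57BL/6 mice was measured, 5 in each of the groups Control (uninfected, water), Hp (*H. polygyrus*, water) and Hp + PAC (*H. polygyrus*, PAC at 200 mg/kg). The authors sequenced 100 bp paired-end reads on DNBSEQ and mapped them to mm10. The deposited file of each library lists NCBI gene IDs with an expected count, an estimate of the reads of a gene that need not be whole, and with an FPKM value (fragments scaled to gene length and library size), both as made by the authors. Of the expected counts, 10.7% to 11.3% per library are not whole numbers. The tool that made the counts is not given in the sources used here. The paper's methods name Bowtie2 and the sample labels HISAT as the aligner, and they give ages of 6 and 8 weeks. No library was left out. The files list 17691 genes in at least 1 library and 14528 in all 15, with 15785 to 16224 per library, and a gene not listed was taken as 0. Of the gene IDs, 17652 were matched in the RefSeq annotation of GRCm38.p6, which gave coordinates, and 17248 had the same symbol. No 2 libraries held the same counts.

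Total expected counts of the 15 libraries ran from 14090569 to 16075950 (median 14686168). At this depth, 1 CPM is about 14 to 16 counts per library, and genes at or near 0 in Control carry the intervals or floors given with them.

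Rounded expected counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes with at least 10 counts in at least 5 libraries were kept (14190 genes), scaled by TMM and fitted with edgeR's quasi-likelihood model, with a coefficient per group and all 15 libraries in 1 fit. The comparisons were Hp against Control, Hp + PAC against Hp and Hp + PAC against Control, each two-sided with Benjamini-Hochberg adjustment over all genes tested. Log2 CPM values used a prior count of 2. Single scores, such as the mean log2 CPM of the genes of Figure 1d, were compared by exact permutation of the mice between groups.

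The 39 gene lists were mast cell, Fc epsilon receptor signalling, tuft cell, goblet cell, Paneth cell and defensins, epithelial antimicrobial defence, type-2 cytokines and response, eosinophil, interferon and type-1 response, cytotoxic lymphocyte, T cell, B cell and germinal centre, plasma cell, neutrophil, macrophage, smooth muscle, fibroblast and matrix, enteric neuron and glia, pancreatic acinar, proximal small intestine, distal small intestine, M cell, nutrient transporters, brush border digestion, lipid absorption and lipoproteins, respiratory electron transport, ATP synthase, phase II conjugation, phase I biotransformation, porphyrin and heme metabolism, fatty acid oxidation, proliferation, intestinal stem cell, fetal-like epithelium, enteroendocrine, oxidative stress and Nrf2, immediate early genes, circadian clock and red blood cell. They were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated for each list and with fry. Gene Ontology terms of 10 to 500 genes, taken from the annotation column of the deposited files, were tested with camera after the data were seen.

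The text names every gene that the paper names for this experiment, the 5 largest increases and the 5 largest decreases per comparison, and members of the lists with the smallest p. The increases and decreases were taken among genes with an adjusted p under 0.05, a mean of at least 1 CPM in the higher group, groups that did not overlap, and a symbol that is not a gene model. Where fewer than 5 genes passed, the 5 with the smallest p in that direction were taken. From each list up to 4 members were taken. Other members that passed are named where few did, with the number of leave-one-out fits that ended the call. The rule was fixed first, but the paper's Supplementary Files 1 and 3, with fold changes and p values of these comparisons, had been seen when it was written.

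The alternatives were DESeq2 on all 15 libraries, DESeq2 on the 2 groups of a comparison with shrunken fold changes (betaPrior), DESeq2's size factors or the upper quartile in place of TMM, no filter, a filter of 50 counts, and a fit of only 2 groups. Others were limma-trend on log2 FPKM with 1 or 0.1 added, replicate number as a block, the smooth muscle list as a covariate, each library left out in turn, and stricter thresholds (a fold change of at least 2, or an adjusted p under 0.01). The proximal-minus-distal list score as a covariate was added after the data were seen. On simulated data with 200 changed genes per comparison, edgeR recovered 79% to 82% of 2-fold and 94.9% to 99.0% of 4-fold changes, and 5.45% to 6.80% of its calls were false. A shifted list passed camera and 0 of 38 random lists did. Random lists need not share the correlation of real lists, estimated at 0.73 for tuft cells and 0.86 for smooth muscle. They therefore do not show how often camera falsely calls lists of correlated genes.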

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

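The tests of single libraries against the rest of their group were set in advance, while the 3 tests of the library Hp + PAC 1 were chosen after its values were seen.

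Several strong signals lie in genes that the paper does not discuss for the *H. polygyrus* experiment. In Hp against Control, the phospholipase *Pla2g4c* was higher by a log2 fold change of 10.17, the oxidase *Duox2* by 9.75 and its partner *Duoxa2* by 9.87 (edgeR, adjusted p = 4.3e-05, 2.0e-05 and 2.0e-05). Tuft cell genes had a median log2 fold change of 2.49 and smooth muscle genes one of 0.995, while genes of the interferon and type-1 response had one of -0.485.

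In 14 of 247 groups of 5 values, 1 library lay far from the other 4 (gap over range above 0.71). Chance gives this in about 1 of 20 groups, so a similar number is expected without any cause. Of the 14, 6 concern the library Hp + PAC 1. Its mean log2 CPM was 5.61 for proximal small intestinal genes (others in Hp + PAC 3.49 to 4.05), 0.544 for distal genes (others 2.25 to 2.67) and 5.69 for Paneth cell genes (others 7.48 to 7.93). Its log2 CPM of *Akp3*, the alkaline phosphatase of the proximal intestine, was 9.09 (others 1.44 to 3.17), of *Dao* 3.26 (others 4.57 to 5.07) and of *St3gal1* 5.33 (others 4.30 to 4.55). In Hp + PAC 2, *Greb1* was at 2.61 (others 3.02 to 3.18) and *Spc24* at 3.36 (others 3.57 to 3.64). In Hp + PAC 4, the list of signalling from the IgE receptor was at 4.89 (others 5.14 to 5.22). *Dao* was at 5.46 in Control 2 (others 5.88 to 5.99) and at 3.74 in Hp 5 (others 4.53 to 4.75). Counts of 1 or 2 set apart *Chil4* (-1.89) and *Cma2* (-2.30) in Control 3 and *Ms4a2* (-2.29) in Control 2, where the other 4 libraries had no count (-2.88).

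The library Hp + PAC 1 had a total of 14306119 counts, inside the range of the other 14 (14090569 to 16075950), which argues against library size. Its mean of the 6 mast cell genes of Figure 1d lay 3.596 above the highest Control library, which argues against an uninfected sample under an infected label. Its proximal-minus-distal score was 5.07, or 3.28 above the highest of the other 9 infected libraries, whose whole range was 1.25. This is consistent with tissue taken nearer to the stomach in this mouse. The score was built from the same lists that set the library apart, and no biological explanation was tested.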

How the results depend on the processing

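The proximal-minus-distal score as a covariate was chosen after the data were seen, and the other alternatives were set in advance. In Hp against Control edgeR called 2179 genes, and the counts called by DESeq2 (2952 on all 15 libraries, 3129 with betaPrior), limma-trend on FPKM (1828 and 1962), other scaling (2127 and 2179), other filters (2023 and 1922), 2 groups alone (2188) and a replicate block (2143) were within 1.5 times. The count was 84 with the smooth muscle covariate, 3269 with the position covariate, 822 with a fold change of at least 2 and 699 at an adjusted p under 0.01. It ran from 1166 (without Hp 5) to 2744 (without Hp + PAC 1), with 1403 without Control 1, 1344 without Control 3 and 1287 without Hp 3. In Hp + PAC against Control (2628 genes), the count was 96 with the smooth muscle covariate, 903 with a fold change of at least 2 and 827 at an adjusted p under 0.01, and ran from 1633 (without Hp + PAC 5) to 2784 (without Hp 5). The stricter thresholds call fewer genes by construction. Fits without a library have fewer samples, which may lower a count but does not explain the counts that rose. For those rises and for the position covariate, the cause was not tested. The smooth muscle mean nearly separated infected from Control libraries, so the counts with it cannot tell muscle content from infection.

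In Hp + PAC against Hp, edgeR called 0 genes (389 at an unadjusted p under 0.05), and so did every alternative run, leave-one-out fits included, except DESeq2 on all 15 libraries with 1 gene (494 at an unadjusted p under 0.05). The cause was not tested. Of the 39 lists, camera called 30 in Hp against Control and 0 with an estimated correlation (25 with fry), with 28 to 31 without single libraries. For Hp + PAC against Hp it called 12, with 0 for an estimated correlation and 0 with fry, and 8 (without Hp 2) to 17 (without Hp 5) in leave-one-out fits. Camera gives a list a larger variance when its estimated correlation exceeds 0.01, and for fry the cause was not tested.

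The difference of the 6 mast cell genes of Figure 1d, Hp + PAC vs Hp, was -1.29 in the main test and with a replicate block (exact permutation test, p = 0.125, where 5 pairs allow no smaller p than 0.0625), and -0.9999 with the position covariate (exact permutation test, p = 0.0952). It ran from -1.62 to -0.96 without single libraries (exact permutation tests, p = 0.0159 to 0.103). For *Mcpt1*, Hp + PAC vs Hp, these values from exact permutation tests were -1.36 (p = 0.125), -1.09 (p = 0.0952) and -1.70 to -1.05 (p = 0.0159 to 0.0952). Both scores passed with the other scalings and with FPKM values (exact permutation tests). Beyond fewer samples and the limit for pairs, the cause was not tested. The replicate numbers were not taken to pair the mice in the main test, since r of the residuals of same-numbered libraries was over 0.1 in only 8 of 15 pairs (-0.279 to 0.578). However, their mean r was 0.110, against -0.0280 for other pairs, and 7 of 15 libraries correlated best with their own number. This is a hint of pairing from the data, so pairing stays open. The main p of 0.0476 for both scores rests on unpaired mice, where the replicate block gave 0.125 (exact permutation tests). The covariance of fold changes, Hp vs Control and Hp + PAC vs Hp, was -0.0169 and turned to 0.0280 with the Hp libraries split between the comparisons, which removes the shared error. With the filter of 50 counts it was -0.0046.

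Of 3411 values of 127 genes followed in Hp against Control, 3022 had the same direction and call, 389 lost the call and 0 turned. For Hp + PAC against Hp all 688 values of 26 genes kept their direction and stayed without a call. In Hp + PAC against Control, 10 of 315 lost the call and 2 turned. These were the log2 fold change of *Cyp2c38*, Hp + PAC vs Control (0.17), and the log2 fold change of *Cyp4a10*, Hp + PAC vs Control (0.19), both with the smooth muscle covariate, and the cause was not tested. Depth was similar in all libraries, so it limits mainly genes at or near 0 counts in Control, such as *Mcpt9*, *Ms4a2* and *Cma2*, whose fold changes depend on the prior count.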

Differences from the paper's values

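The paper's values are log2 fold changes from Supplementary Files 1 and 3, and the values here are edgeR's. In Hp against Control, 10 of the 20 genes that the paper names differ, all in the same direction. For 6 of them, among the alternatives set before the data were examined, only DESeq2 on the 2 groups with shrunken fold changes (betaPrior) comes within the error of the paper's value, and all other alternatives do not. These are *Mcpt1* (the paper's 6.96154, 8.62 here and 6.96 with DESeq2 and betaPrior), *Mcpt2* (the paper's 6.4368, 8.36 here and 6.43 with DESeq2 and betaPrior), *Cma2* (the paper's 5.1519, 9.79 here and 5.13 with DESeq2 and betaPrior), *Cpa3* (the paper's 4.44379, 6.14 here and 4.44 with DESeq2 and betaPrior), *Gsdmc4* (the paper's 4.1892, 6.57 here and 4.20 with DESeq2 and betaPrior) and *Ang4* (the paper's 3.31111, 4.03 here and 3.31 with DESeq2 and betaPrior). For *Ms4a2* (the paper's 4.24359, 7.69 here and 4.23 with DESeq2 and betaPrior), *Rab44* (the paper's 3.27285, 3.85 here and 3.27 with DESeq2 and betaPrior) and *Mcpt9* (the paper's 4.14191, 9.09 here and 4.11 with DESeq2 and betaPrior), that alternative and limma-trend on log2 FPKM with 0.1 added (4.05, 3.36 and 4.54) come within the error, and all others that tested the gene do not. The filter of 50 counts left out *Ms4a2*. For *Spib* (the paper's 2.53255, 2.79 here and 2.53 with DESeq2 and betaPrior), the alternatives within the error are betaPrior, DESeq2's size factors, no filter, the filter of 50 counts, the 2 groups alone, both limma-trend fits and the fits without Control 3, 4 or 5, Hp 2, 3 or 5, or Hp + PAC 2, 3 or 5. The others, which are DESeq2 on all 15 libraries, the upper quartile, the replicate block, the smooth muscle covariate and the remaining leave-one-out fits, are not. *Ms4a2*, *Cma2* and *Mcpt9* have 0 or 1 count in Control, so their fold changes here depend on the prior count.

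In Hp + PAC against Hp, 3 of 5 genes differ, all in the same direction. They are *Cpa3* (the paper's -0.301028, -1.15 here and -0.30 with DESeq2 and betaPrior) and *Ms4a2* (the paper's -0.381218, -1.32 here and -0.38 with DESeq2 and betaPrior), for which only betaPrior comes within the error among the alternatives that tested the gene (the filter of 50 counts did not test *Ms4a2*), and *Ambp* (the paper's 0.414596, 0.73 here and 0.41 with DESeq2 and betaPrior), for which betaPrior and limma-trend on log2 FPKM with 1 added (0.50) do. With betaPrior none of the 20 and none of the 5 genes differ, with largest gaps of 0.028 and 0.0037. The position covariate, chosen after the values were seen, is not counted among these alternatives. The adjusted p of *Mcpt1* in Hp against Control is the paper's 1.1345e-118, 7.2e-119 with DESeq2 and betaPrior, and 3.9e-06 with edgeR. The copies of the supplementary files used hold 1998 of 17434 and 1999 of 17466 genes, so the paper's counts of changed genes could not be compared.

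The z-scores of Figure 1d, read by eye, do not differ for the 6 genes when computed on log2 FPKM with 0.1 added. On that scale the mean of *Mcpt1* was -1.33 in Control, 0.84 in Hp and 0.49 in Hp + PAC, and on untransformed FPKM it was -0.90, 1.04 and -0.14.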

Other observations

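The weighing of the mast cell and metabolic patterns, the lists of the split of infected mice and the position covariate were chosen after the results were seen, while the counts of splits were set in advance.

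Some genes of adaptive and myeloid cells were higher in Hp than in Control mice. Of 14 T cell genes, 5 were higher, 0 lower and 9 did not pass (5 and 0 when adjusted over the list alone, median log2 fold change 0.46, camera adjusted p = 4.1e-04, and adjusted p = 0.271 with an estimated correlation). The higher genes were *Icos*, *Cd28*, *Cd5*, *Zap70* and *Ctla4*, and the calls of the last 3 ended in 10, 4 and 8 of the 15 fits without 1 library (edgeR, adjusted p up to 0.1 without Control 3, 0.0935 without Hp 5 and 0.0935 without Hp 5). *Icos* and *Cd28*, co-stimulatory receptors, had log2 fold changes of 2.95 and 1.14 (standard errors 0.47 and 0.24, adjusted p = 0.00112 and 0.00605 from edgeR). Of 10 B cell genes, 7 were higher, 0 lower and 3 did not pass (9 and 0 when adjusted over the list alone, median log2 fold change 1.35, camera adjusted p = 1.2e-04, and adjusted p = 0.271 with an estimated correlation), among them *Bcl6*, a factor of germinal centres, at 1.33 (standard error 0.29, adjusted p = 0.00745 from edgeR). Of 10 plasma cell genes, 5 were higher, 0 lower and 5 did not pass (5 and 0 when adjusted over the list alone, median log2 fold change 0.33, camera adjusted p = 0.0228, and adjusted p = 0.29 with an estimated correlation), and the list's camera adjusted p was 0.0631 without Control 3. The higher genes were *Mzb1*, *Derl3*, *Prdm1*, *Irf4* and *Fkbp11*, and all but *Mzb1* lost their calls in 6, 7, 6 and 6 of the 15 fits without 1 library (edgeR, adjusted p up to 0.072 without Control 3, 0.119 without Hp 5, 0.0824 without Control 3 and 0.0848 without Hp 5). *Mzb1*, a chaperone of antibody-secreting cells, was at 1.39 (standard error 0.28, adjusted p = 0.00485 from edgeR). Of 5 neutrophil genes, 2 were higher, 0 lower and 3 did not pass (3 and 0 when adjusted over the list alone, median log2 fold change 0.60, camera adjusted p = 0.0228, and adjusted p = 0.271 with an estimated correlation), and of 14 macrophage genes, 1 was higher, 0 lower and 13 did not pass (1 and 0 when adjusted over the list alone, median log2 fold change 0.34, camera adjusted p = 0.00895, and adjusted p = 0.424 with an estimated correlation). The higher neutrophil genes were *Mmp9*, whose call ended in 5 of the 15 fits without 1 library (edgeR, adjusted p up to 0.0721 without Control 1), and *Retnlg*. *Retnlg*, a resistin-like protein of neutrophils, and *Adgre1*, the macrophage antigen F4/80, had log2 fold changes of 2.69 and 0.90 (standard errors 0.56 and 0.18, adjusted p = 0.00675 and 0.00442 from edgeR), and *Retnlg* was at 2.00 without Hp 3. Of 9 M cell genes, 3 were higher, 0 lower and 6 did not pass (6 and 0 when adjusted over the list alone, median log2 fold change 0.84, camera adjusted p = 0.0011, and adjusted p = 0.271 with an estimated correlation), the higher being *Spib*, *Ccl9* and *Marcksl1*, with *Marcksl1* at 1.59 (standard error 0.35, adjusted p = 0.00967 from edgeR). Of 15 cytotoxic lymphocyte genes, 0 were higher, 0 lower and 15 did not pass (0 and 0 when adjusted over the list alone, median log2 fold change -0.03, camera adjusted p = 0.726, and adjusted p = 0.868 with an estimated correlation).

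Mesenchymal genes were also higher. Of 12 smooth muscle genes, 11 were higher, 0 lower and 1 did not pass (11 and 0 when adjusted over the list alone, median log2 fold change 0.99, camera adjusted p = 1.2e-06, and adjusted p = 0.271 with an estimated correlation), with *Actg2*, enteric actin, and *Des*, desmin, at 2.75 and 1.93 (standard errors 0.41 and 0.35, adjusted p = 8.0e-04 and 0.00281 from edgeR). Of 15 fibroblast and matrix genes, 9 were higher, 0 lower and 6 did not pass (12 and 0 when adjusted over the list alone, median log2 fold change 1.04, camera adjusted p = 5.2e-06, and adjusted p = 0.271 with an estimated correlation), with *Postn*, periostin, and *Col3a1*, a collagen, at 1.88 and 1.56 (standard errors 0.32 and 0.30, adjusted p = 0.0021 and 0.00416 from edgeR). With the smooth muscle covariate, camera gave an adjusted p of 2.3e-04 for T cells, 3.7e-06 for B cells, 0.139 for plasma cells, 0.319 for neutrophils, 0.407 for macrophages, 0.013 for M cells and 0.0468 for fibroblasts. Each gene given with a value for these lists lost its edgeR call with that covariate (adjusted p = 0.158 to 0.776). For *Actg2* and *Des* this is built in, since they belong to the list whose mean is the covariate. Log2 fold changes with it were 1.81, 1.29, 1.15, 0.78, 0.73, 0.47 and 0.57 for *Icos*, *Cd28*, *Bcl6*, *Mzb1*, *Retnlg*, *Adgre1* and *Marcksl1*, where the first 2 were 2.95 and 1.14 before and the others 1.33, 1.39, 2.69, 0.90 and 1.59. For *Actg2*, *Des*, *Postn* and *Col3a1* they were 0.67, 0.19, 0.71 and 0.66. The calls of *Cd5*, *Zap70*, *Ctla4*, *Derl3*, *Prdm1*, *Irf4*, *Fkbp11*, *Mmp9*, *Gfap*, *Pnliprp1* and *Hbb-bt* ended as well (adjusted p = 0.135 to 0.97 from edgeR), with log2 fold changes of 1.36, 0.59, 1.84, 0.57, 0.89, 0.59, 1.03, 0.97, 1.49, 3.39 and 1.22 before and 0.85, 0.50, 1.09, 0.20, 0.09, 0.22, 0.08, 0.17, 0.33, 1.62 and 1.62 with it. Other lists did not pass in Hp against Control. They were neurons and glia (*Gfap* higher, a call that ended in 8 of the 15 fits without 1 library with edgeR, adjusted p up to 0.115 without Hp 5, 1 of 14 higher, camera adjusted p = 0.56), pancreatic acinar cells (*Pnliprp1* and *Clps* higher, 2 of 4 higher, camera adjusted p = 0.149), immediate early genes (0 of 14, camera adjusted p = 0.679), the circadian clock (0 of 14, camera adjusted p = 0.583) and red blood cells (*Hbb-bt* higher, 1 of 6 higher, camera adjusted p = 0.193). With the smooth muscle covariate the neuron and glia list passed in the other direction, as lower (camera, adjusted p = 0.0123). Immediate early genes passed as higher with the position score (camera, adjusted p = 0.0213), and pancreatic acinar genes as higher with fry (adjusted p = 4.5e-04). Distal small intestinal genes (2 of 7 higher, camera adjusted p = 0.103) had an adjusted p of 0.037 without Control 2 and 0.0459 without Hp + PAC 1 (camera). The distal genes *Pyy*, a hormone, and *Hoxc8*, a position factor, had log2 fold changes of 3.14 and 3.52 (standard errors 0.61 and 0.79, adjusted p = 0.00456 and 0.00967 from edgeR). *Pyy* was at 4.21 without Control 2 and *Hoxc8* at 4.27 without Control 5. With the smooth muscle covariate both calls ended (adjusted p = 0.329 and 0.569 from edgeR, log2 fold changes 2.46 and 2.25), and with the position covariate that of *Hoxc8* did (adjusted p = 0.115 from edgeR, log2 fold change 1.99). *Hoxc8* is one of the distal genes in the position score, so its loss with that covariate is partly built in.

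Between Hp + PAC and Control, 2628 genes passed edgeR, 1534 higher and 1094 lower, with 1633 without Hp + PAC 5. Of these, 932 were not called in Hp against Control, and 483 genes were called only in the latter, counts that were not tested as a difference. The 5 largest increases were *Chil3*, *Chil4*, *Rnase2a*, *Retnlb* and *Duoxa2*. *Chil3*, a chitinase-like protein that may share reads with *Chil4*, and *Duoxa2* had log2 fold changes of 10.20 and 9.60 (standard errors 2.13 and 0.87, adjusted p = 0.00641 and 1.5e-05 from edgeR). *Chil3* was at 10.79 without Control 4 and 9.22 without Hp + PAC 1, and *Duoxa2* at 10.70 without Control 2. *Rnase2a*, a ribonuclease, had no count in Control and was at least 211-fold higher in Hp + PAC (adjusted p = 0.00874 from edgeR). Its log2 fold change, which depends on the prior count, was 10.00, and 8.75 without Hp + PAC 1. *Chil4* had 16645 counts in Hp + PAC and 2 in Control, a ratio of 8563 (95% interval 2370.2 to 70715), and *Retnlb*, a goblet cell lectin, 2173 counts and 2, a ratio of 1118 (95% interval 309 to 9237, adjusted p = 0.0163 and 0.00511 from edgeR). The log2 fold change of *Chil4* was 12.60, and 14.67 without Control 3 and 9.62 without Hp + PAC 1, and that of *Retnlb* was 9.68, and 8.63 without Hp + PAC 1. Without Control 3 the adjusted p of *Chil4* was 0.0695, and it ran up to 0.701 over all alternatives (edgeR, DESeq2 and limma). The 5 largest decreases were the carboxylesterases *Ces1g* and *Ces1f*, *Ugt2b5* and the cytochromes P450 *Cyp2c38* and *Cyp4a10*, with log2 fold changes of -4.75, -4.12, -4.23, -4.12 and -3.93 (standard errors 0.65, 0.84, 0.81, 0.73 and 0.98, adjusted p = 3.3e-04, 0.00553, 0.00383, 0.00215 and 0.0152 from edgeR). With the smooth muscle covariate, edgeR ended the calls of *Ces1f*, *Ces1g*, *Chil3*, *Chil4*, *Cyp2c38*, *Cyp4a10*, *Retnlb*, *Rnase2a* and *Ugt2b5* (adjusted p = 0.078 to 0.965). In that order, log2 fold changes with it were -0.71, -2.35, 11.56, 7.15, 0.17, 0.19, 6.00, 9.03 and -1.13. *Ang4* was higher by 4.26 (standard error 0.41, adjusted p = 1.8e-05 from edgeR). The mast cell list had a median log2 fold change of 3.45, or 3.43 with genes at or near 0 in Control at their bound.

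The 6 mast cell genes of Figure 1d were lower in Hp + PAC than in Hp by 1.29 on the log2 scale, with all 5 mice below the Hp mean. Smooth muscle genes differed by 0.044 in mean log2 CPM (standard error 0.321), with an edgeR median of -0.10 and 11 of 12 genes below 0. Camera passed them downward without Hp 1 and upward without Hp 3 or Hp 5 (adjusted p = 0.00947, 0.014 and 0.0278), but the values with all mice are far smaller than the mast cell difference, which argues against a smaller share of muscle as its whole cause. The other 9 mast cell genes called in Hp + PAC against Control differed by -0.19 on average (standard error 0.37, exact permutation test, two-sided, p = 0.619) but went both ways, from -1.11 to 0.62, so whether choice of the 6 genes on the same Hp libraries enlarged the difference stays open. With the position score as a covariate the difference was -0.9999 (standard error 0.57), and -1.01 without Hp + PAC 1, so position along the intestine stays open, as does an effect of PAC, which the design names.

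Genes of phase I biotransformation were lower in Hp than in Control by 1.72 in mean log2 CPM. With the position score as a covariate the difference was -2.07 (standard error 0.50), which argues against tissue taken further along the intestine as the whole cause. Goblet cell genes rose by 1.03 while lipid absorption and respiratory genes differed by -0.22 and -0.16. However, brush border and transporter genes fell, from 10.03 to 9.43 and from 8.33 to 7.82 in mean log2 CPM. None of these lists measures the share of epithelium alone, so a smaller share stays open. Infection may lower phase I genes in the epithelium, a hypothesis found and tested on the same libraries. The smooth muscle covariate, with which the phase I list's adjusted p was 0.0235 (camera), also leaves shifts in tissue make-up open.

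Chance is an unlikely cause of the count of genes in Hp against Control, where 1 of 100 splits of the mice, the real one, gave 2179 genes and the highest other 0. The same holds for Hp + PAC against Control (1 of 100 splits, 2628 genes, highest other 1). A share of 1 in 100 is the smallest that these splits allow. The other splits mix infected and Control mice within a group, which widens the spread and lowers their counts. In Hp + PAC against Hp the real split gave 0 genes (edgeR, with 389 at an unadjusted p under 0.05, and 1 by DESeq2 on all libraries). With a count of 0, all 100 splits must give as many, so these splits decide nothing about chance. The highest other count was 987. That split, of Hp 1, 2 and 4 and Hp + PAC 3 and 4 from the other 5 infected mice, points to a structure of the infected mice. Of its 987 genes, 283 were higher and 704 lower in the first 5 mice. Of the 987, 386 were also called in Hp against Control, and 384 of these went opposite to the infection change in the first 5 mice. Tuft cell, goblet cell, type-2, fibroblast and smooth muscle genes had medians of -0.66, -0.66, -0.87, -0.79 and -0.58 in the first 5, and phase I genes one of 0.93 (22 lists passed camera, 0 with an estimated correlation). *Retnlb*, *Saa1*, an acute phase protein, *Chil4*, *Alox15*, a lipoxygenase, and *Clca1* were lower, with log2 fold changes of -3.59, -6.66, -8.13, -1.63 and -0.83 (standard errors 0.47, 0.99, 1.19, 0.23 and 0.14, edgeR). The split was chosen for its count, so these p values are not given.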
